# Expression profiling of rainbow trout testis development identifies evolutionary conserved genes involved in spermatogenesis

**DOI:** 10.1186/1471-2164-10-546

**Published:** 2009-11-20

**Authors:** Antoine D Rolland, Jean-Jacques Lareyre, Anne-Sophie Goupil, Jérôme Montfort, Marie-Jo Ricordel, Diane Esquerré, Karine Hugot, Rémi Houlgatte, Fréderic Chalmel, Florence Le Gac

## Abstract

**Background:**

Spermatogenesis is a late developmental process that involves a coordinated expression program in germ cells and a permanent communication between the testicular somatic cells and the germ-line. Current knowledge regarding molecular factors driving male germ cell proliferation and differentiation in vertebrates is still limited and mainly based on existing data from rodents and human. Fish with a marked reproductive cycle and a germ cell development in synchronous cysts have proven to be choice models to study precise stages of the spermatogenetic development and the germ cell-somatic cell communication network. In this study we used 9K cDNA microarrays to investigate the expression profiles underlying testis maturation during the male reproductive cycle of the trout, *Oncorhynchus mykiss*.

**Results:**

Using total testis samples at various developmental stages and isolated spermatogonia, spermatocytes and spermatids, 3379 differentially expressed trout cDNAs were identified and their gene activation or repression patterns throughout the reproductive cycle were reported. We also performed a tissue-profiling analysis and highlighted many genes for which expression signals were restricted to the testes or gonads from both sexes. The search for orthologous genes in genome-sequenced fish species and the use of their mammalian orthologs allowed us to provide accurate annotations for trout cDNAs. The analysis of the GeneOntology terms therefore validated and broadened our interpretation of expression clusters by highlighting enriched functions that are consistent with known sequential events during male gametogenesis. Furthermore, we compared expression profiles of trout and mouse orthologs and identified a complement of genes for which expression during spermatogenesis was maintained throughout evolution.

**Conclusion:**

A comprehensive study of gene expression and associated functions during testis maturation and germ cell differentiation in the rainbow trout is presented. The study identifies new pathways involved during spermatogonia self-renewal or rapid proliferation, meiosis and gamete differentiation, in fish and potentially in all vertebrates. It also provides the necessary basis to further investigate the hormonal and molecular networks that trigger puberty and annual testicular recrudescence in seasonally breeding species.

## Background

The formation of male gametes, spermatozoa, occurs in the testes by means of a highly coordinated differentiation process called spermatogenesis that includes three phases. Firstly, primary germ cells or spermatogonia actively divide and after a fixed number of mitoses, differentiate to become spermatocytes. During meiosis, spermatocytes undergo DNA recombinations and then two successive divisions to produce haploid spermatids. Finally, during spermiogenesis, spermatids differentiate into mature, motile spermatozoa. In addition to a complex germ cell intrinsic genetic program, the entire spermatogenetic process also strongly relies on numerous endocrine and paracrine signalling pathways from testicular somatic cells [1-5]. In mammals, this cellular communication network that triggers efficient spermatogenesis notably involves the production of androgens by Leydig cells in response to the luteinizing hormone (LH) and the sustain of germ cell survival and differentiation by the so-called "nurse" Sertoli cells, which are themselves responsive to both androgens and the follicle-stimulating hormone (FSH). Whereas these overall features of spermatogenesis appear to have been conserved in vertebrates, a number of reproductive strategies have emerged throughout evolution, leading to marked differences in terms of structural organisation of the testes or regarding the frequency, timing and rate of spermatogenesis [6]. These spatio-temporal differences in the development of the germinal compartment are believed to involve original regulatory events.

In seasonally breeding rainbow trout, *Oncorhynchus mykiss*, spermatogenesis occurs during a marked annual reproductive cycle during which the testis undergoes a dramatic increase in size (from 0.05% up to 8% of the body weight), while germ cells develop partially synchronously, to finally allow the massive production of sperm within a short period of time once a year [7,8]. Many efforts have been made in commercial fish farms to control reproductive cycles in order to obtain all-year-round spawning fish or to prevent the slowing of growth linked to sexual maturation. Successful results have been obtained to some extent through manipulating the photoperiod or the hormonal status of fish. However, the mechanisms underlying such effects are still poorly understood and these applications in broodstock management remain limited to a few situations [9,10]. Further research efforts concerning the cellular pathways involved during spermatogenesis recrudescence are thus necessary if we are to understand and control testis maturation in teleost fish species. Moreover, the seasonally-driven testis development in trout provides a new model for deciphering the hormonal and paracrine regulatory processes that govern early germ cell proliferation and differentiation until spermatozoa secretion.

A microarray experiment investigating testicular gene expression during the reproductive cycle in trout is reported here. The use of entire gonad samples at various stages together with isolated germ cells allowed us to follow expression patterns during testis development and more importantly, to predict cellular origins of differentially-expressed genes. We also carried out a cross-species comparison and identified a complement of evolutionary conserved genes displaying very similar expression during spermatogenesis in trout and mice. Finally, by using non-testicular trout tissue expression data we found potential testis-specific genes that may have unique functions during spermatogenesis. Together with the confident annotations we provide for the genes represented on the trout microarray, this dataset thus constitutes a necessary and solid basis to further investigate the control of spermatogenesis in fish.

## Results

### Experimental design and overall microarray results

Trout spermatogenesis occurs seasonally in such a way that all morphological and cellular events tend to be synchronized [11,12]. We thus used gonads at key stages in the male reproductive cycle (Figure 1A-E) to study the changes in gene expression underlying testis development. These included gonads at early stages containing slowly-dividing type A spermatogonia (Stage I, Figure 1A) or both type A and actively-dividing type B spermatogonia (Stages IIa and IIb, Figure 1B), maturing testes containing meiotic spermatocytes (Stage IIIb, Figure 1C) and post-meiotic spermatids (Stage V, Figure 1D) in addition to growing numbers of spermatogonia and, finally, gonads at a later stage, i.e. spawning testes, containing essentially fully developed spermatozoa (stage VIII, Figure 1E). Additionally, fractions of isolated germ cells enriched in spermatogonia (Figure 1F), spermatocytes (Figure 1G) or spermatids (Figure 1H) were used to identify the cellular origins of measured expression signals.

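The data comprised 38 nylon cDNA arrays, 1 for each sample. Whole testes were represented by stages I (n = 5), IIa (n = 4), IIb (n = 4), IIIb (n = 3), V (n = 4) and VIII (n = 3), and elutriated germ cells by spermatogonia (n = 6), spermatocytes (n = 6) and spermatids (n = 3). The Methods describe these fractions as enriched and not pure, with some Sertoli cells left among the spermatogonia. The authors divided each sample signal by the vector signal of the same spot, multiplied it by the median vector signal, took log2 and quantile normalized the arrays. Every array thus had the same distribution, with a median log2 signal of 8.166, which the paper takes as background, and a range of 5.308 to 13.379. Because of this step a change is relative to all other clones on the array and does not measure RNA per cell. From these values 9024 clones were fitted with limma, using 1 mean for each of the 9 groups, and 190 of them lacked a value on at least 1 array. Clones varying across the groups were taken at an F-test adjusted p of at most 0.005 and changes between groups at an adjusted p under 0.05. Gene symbols were held for 857 clones, 677 from the array description and the others from the clones named in the paper or from Additional file 1, of whose 3379 entries only a first, small part was used here. The small number of arrays limited precision. Values were simulated with the same groups and a single spread per clone, shared by all groups. A change of 1 log2 unit was then recovered for 92.5% of clones between stages I and V, for 80.6% between stages I and VIII and for 85.1% between stages IIb and IIIb. The recovery of a change of 0.5 was 28.4%, 10.4% and 25.4% in the same comparisons. In this simulation 67 of 8834 clones were changed by each of these 2 sizes, fewer than were called between these stages in the data. An adjusted p depends on the share of changed clones, so the recovery in the data may be higher. Nothing states that the replicates of a group were separate animals or separate cell preparations, so the p-values measure the spread between these samples.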

**Figure 1:**
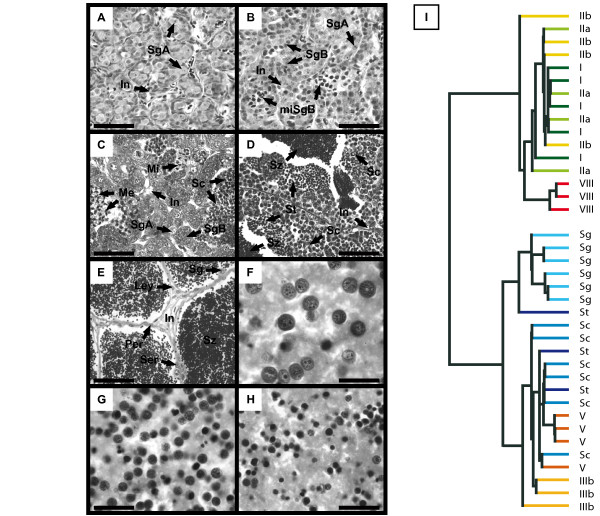
**Histological analysis of samples and classification of microarrays**. A-F. Histology of selected samples used in the microarray experiment. Characteristic developmental stages I (panel A), II (panel B), III (panel C), V (panel D) and VIII (panel E) are presented. Representative enriched fractions of isolated spermatogonia (F), spermatocytes (G) and spermatids (H) are also shown. Scale bars in panels A-E and F-H represent 50 and 20 μm, respectively. I. Dendogram of sample correlation according to hierarchical classification (uncentered correlation, average linkage) performed on entire microarray signals. Roman numerals (I-VIII) indicate trout developmental stages. Sg = Spermatogonia; SgA and SgB = Type-A and type-B spermatogonia, respectively; Sc = Spermatocytes; St = Spermatids; Sz = Spermatozoa; Ser = Sertoli cell; Ley = Leydig cell; Per = Peritubular cell; Me = Meiosis; Mi = Mitosis; In = Interstitial tissue.

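With each clone centred on its mean over the 38 arrays, stage I testes correlated more with spawning testes than with maturing ones. The mean correlation of stage I arrays was 0.24 with stage VIII arrays, -0.23 with stage IIIb arrays, -0.42 with stage V arrays and -0.45 with isolated spermatocytes. The number of called clones gave another order, with 1515 between stages I and IIIb, 2189 between I and VIII and 2784 between I and V. Stage V testes, which are rich in spermatids, correlated with stage IIIb testes at 0.49, with spermatocytes at 0.27 and with spermatids at 0.2. Spermatogonia stood apart from the other fractions and from stage I, at 0.02 with spermatocytes and -0.16 with stage I. Arrays of the same group correlated at 0.58 in stage I, 0.71 in stage V, 0.74 in stage VIII and 0.21 in spermatids. A tree of the uncentred values with average linkage first set spermatid replicate 3 alone, next the 3 stage VIII arrays, and then parted the 13 arrays of stages I, IIa and IIb from 21 arrays of maturing testes and germ cells. The division of 16 arrays of stages I, IIa, IIb and VIII from the other 22 was the first split with complete linkage, with the clones passing the F-test alone, or after centring each clone, a step chosen after the tree had been seen. Without centring, mean correlations were 0.999 within and 0.997 between groups, so the order of the upper branches rested on small differences.

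**Figure D1:**
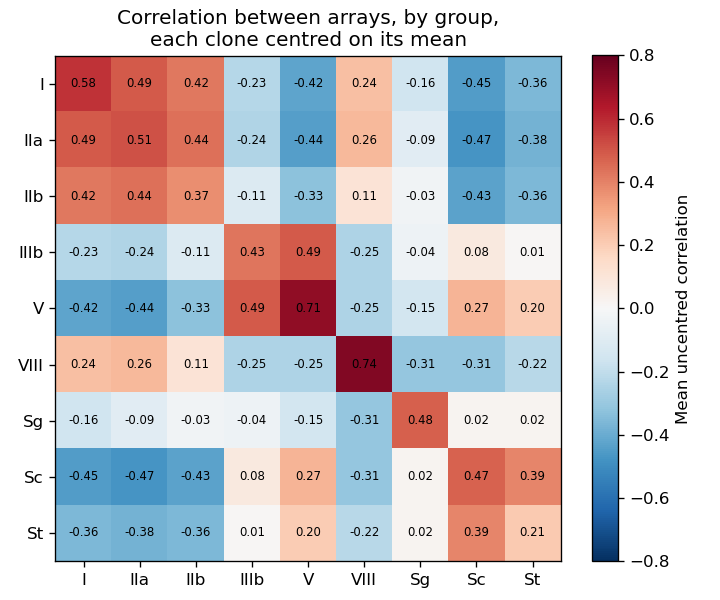
Mean uncentred correlation between the arrays of each pair of groups after centring each clone on its mean; both axes list the 9 groups and the diagonal holds pairs of different arrays of the same group. Stages I, IIa, IIb and VIII correlate positively with each other and negatively with stage V and spermatocytes.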

Unsupervised hierarchical classification of the samples (Figure 1I) clearly distinguished immature (Stages I, IIa and IIb) and spawning (Stages VIII) gonads from isolated germ cell fractions and maturing gonads undergoing meiosis and spermiogenesis (Stages IIIb and V, respectively). The correlation observed between isolated germ cell samples and total testes harbouring active spermatogenesis is not surprising given the large number of differentiating germ cells that accumulate during testis maturation. Inversely, the correlation observed between the early stages and stage VIII is more intriguing: Gonads in the early stages contain mainly spermatogonia under various proliferation states together with somatic cells (i.e. Leydig, Sertoli and peritubular myoid cells), whereas stage VIII gonads are predominantly composed of mature spermatozoa and somatic cells (Figure 1H). 

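The germ line genes Ddx4 and piwil2 were lower in spawning than in immature testes, whereas the later germ cell genes Txndc6 and sycp3 did not pass (adjusted p = 0.87 and 0.11). The vasa homolog Ddx4 fell by 1.62 log2 units from stage I (n = 5) to stage VIII (n = 3; SE 0.2, adjusted p = 2.3e-07) and piwil2, which encodes a Piwi protein of the germline, fell by 0.97 (SE 0.18, adjusted p = 1.2e-04). The steroidogenic regulator star rose by 2.07 (SE 0.32, adjusted p = 1.1e-05). Of all clones, 1024 rose and 1165 fell between these stages. Among 6 clones of ribosomal protein genes 3 fell, among them rps20 by 1.35 (SE 0.28, adjusted p = 4.1e-04), and none rose. Of the 7 erythrocyte genes 5 rose, led by the carbonic anhydrase cahz with 2.36 (SE 0.21, adjusted p = 9.5e-11), and for this list camera gave adjusted p = 5.8e-05 with a preset and adjusted p = 0.18 with an estimated correlation. Adjusted over the list alone, all 7 rose. Transcripts of red blood cells thus increased together with star in the 3 spawning testes.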

Since spermatozoa only contain very small amounts of RNA [13], expression signals from stage VIII gonads are actually likely to represent the somatic complement of spawning testes. 

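The step from stage IIb (n = 4) to stage IIIb (n = 3), when meiotic spermatocytes appear, raised 354 clones and lowered 281. The thioredoxin gene Txndc6 rose by 1.89 log2 units (SE 0.41, adjusted p = 3.4e-03), the synaptonemal complex gene sycp3 by 1.76 (SE 0.36, adjusted p = 1.8e-03) and the centrin gene cetn4 by 1.33 (SE 0.26, adjusted p = 1.5e-03). The steroid dehydrogenase gene hsd3b1 fell by 1.18 (SE 0.23, adjusted p = 1.3e-03) and a col1a1b clone, tcay0027.n.15, by 1.33 (SE 0.26, adjusted p = 1.4e-03). Among the immature testes, stage IIa differed from stage I in 1 clone, which was lower, and stage IIb in 21, of which 4 were higher. At an unadjusted p under 0.05 these comparisons held 788 and 821 clones. Both counts were unstable, with 0 to 22 and 5 to 30 clones when 1 array was left out (highest for IIa without stage IIa replicate 3, lowest for IIb without stage IIb replicate 1), 32 and 81 with signals under the array median raised to it, and 245 and 125 with array weights. The total of 635 clones for stage IIIb against stage IIb dropped to 313, 227 and 349 without stage IIIb replicate 1, 2 or 3, and reached 2005 with array weights.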

The overall expression profiles from entire gonads thus appeared consistent with the cellular events taking place throughout the male trout reproductive cycle.

### Annotation of the trout cDNA microarray

Genes/transcripts corresponding to the EST sequences available for the 9024 clones spotted on the microarray were annotated by searching for potential orthologous genes in the genome of model fish species - for instance Gasterosteus aculeatus, Danio rerio, Oryzias latipes and Takifugu rubripes. Among the 8665 clones mapped on at least one of these fish genomes (BLAT algorithm), 8647 were associated with Ensembl gene IDs. Overall, 8197 trout clones were thus confidently linked to a model fish gene - i.e. with at least 2 EST hits across all 4 genomes leading to the same Ensembl gene or to similar genes encoding proteins belonging to the same family - and corresponded to 6661 non redundant (NR) genes. We next used information from the Ensembl database to associate clones with GeneOntology (GO) terms [14]. To increase the somehow weak annotation of fish genes, GO terms associated with corresponding mammalian genes were also used. This inference was possible for 7065 clones for which associated fish genes also had rat, mouse and/or human orthologous genes, as predicted by the Ensembl database (Compara, version 52). This strategy enabled us to annotate 88% of the spotted clones in terms of "biological process", "molecular function" or "cellular component" annotations.

### Identification of differentially-expressed genes during trout testis spermatogenesis

A statistical analysis, based on the comparison of 38 samples hybridized onto 38 microarrays, was performed to identify genes exhibiting significant changes in expression during trout spermatogenesis. Among 7821 well-measured clones, 3379 were thus found to be differentially-expressed and corresponded to 2771 NR genes (Additional file 1). 

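Maturation and spawning changed testis transcripts widely. From stage I (n = 5) to stage V (n = 4) 1371 clones rose and 1413 fell, and from stage V to stage VIII (n = 3) 1635 rose and 1743 fell. Between these last stages the cholesterol transporter gene star rose by 3.74 log2 units (SE 0.34, adjusted p = 8.1e-11), and Txndc6, of spermatocytes and spermatids, fell by 2.97 (SE 0.41, adjusted p = 4.1e-07). Isolated spermatogonia (n = 6) differed from stage I testes in 1212 higher and 1190 lower clones. Spermatocytes (n = 6) differed from spermatogonia in 1085 higher and 1343 lower clones. Across all 9 groups 3989 of 9024 clones (44.2%) passed the F-test, and 5786 did at an adjusted p of 0.05. Both Pdcd6 clones, 1rt34h04_d_d02 and tcad0003.n.11, passed in none of these comparisons. Array weights raised the number of varying clones to 6118 and the differences between stages I and V from 2784 to 4655.

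**Figure D2:**
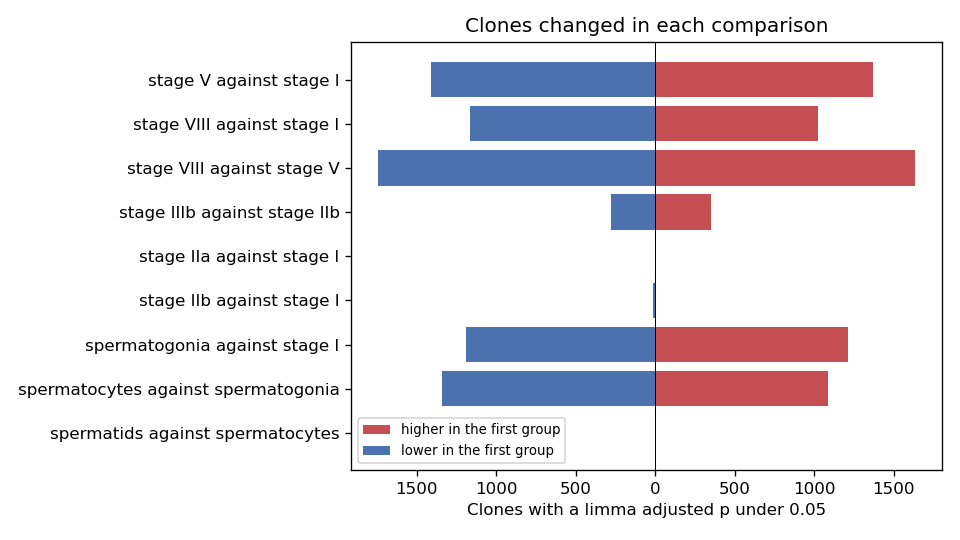
Number of clones with a limma adjusted p under 0.05 in each comparison of groups; bars above 0 count clones higher and bars below 0 clones lower in the first-named group. Stages V and VIII, spermatogonia and spermatocytes give large numbers, whereas the immature stages and the pair of spermatocytes and spermatids give few.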

Their classification in 9 expression clusters then allowed the identification of sequential events of gene activation or repression during testis development and/or germ cell differentiation. 

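The clones of strong variation fell into 9 groups by partitioning around medoids. A group of 272 clones with collagen genes, clu and dmrt1 was highest in stage I (median log2 signal 9.57) and lowest in spermatocytes (8.08). Another, of 335 clones, held cyp17a1, star and 6 of the 8 haemoglobin clones named by the array description. This group and 1 of 206 clones with sox9, lhcgr and esr1 were both highest in stage VIII, with medians of 9.63 and 9.31. A group of 140 clones with piwil2 and gapdh clone tcaa0001.e.20 was low in stage V (8.07) and kept in spermatogonia (9.08). The groups of 123 and 167 clones, the latter with Ddx4, peaked in spermatogonia at 9.95 and 10.06. Txndc6, cetn4, ift122 and spata4 lay among 312 clones with medians of 9.32 in stage V and 7.8 in stage I. The remaining groups, of 219 clones highest in stage V and of 197 highest in spermatids, had medians of 9.48 and 9.61 there. With 1 minus correlation as distance the sizes ranged from 91 to 500 clones.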

To further distinguish somatic cell from germ cell transcripts we focused on 1694 highly differentially-expressed clones (1441 NR genes; labelled "High differential" in additional file 1) for which cellular origins can be more confidently inferred (Figures 2 and 3). 

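Strong variation, a standard deviation of at least 0.4 among the medians of the 7 groups other than stages IIa and IIb, was found for 1971 of the 3989 varying clones. This deviation was 1.8 for the haemoglobin gene hba1, 1.46 for Txndc6, 1.4 for star and 1.31 for the secreted chaperone gene clu. It was 0.93 for Ddx4 and 0.64 for rps20, whereas polr2i, which encodes an RNA polymerase subunit, had 0.39. Among the named clones of strong variation were therefore markers of blood cells beside those of Leydig cells, Sertoli cells and germ cells. When all signals under the median of their array were raised to it, 1292 clones were left with strong variation.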

Note that the color-code used for heatmap representations reflects the signal intensity, i.e. the expression level, of a given gene, ranging from not detected (dark blue) to highly expressed (red). It therefore allows not only to represent changes in expression for a given gene, but also to compare expression levels between genes.

**Figure 2:**
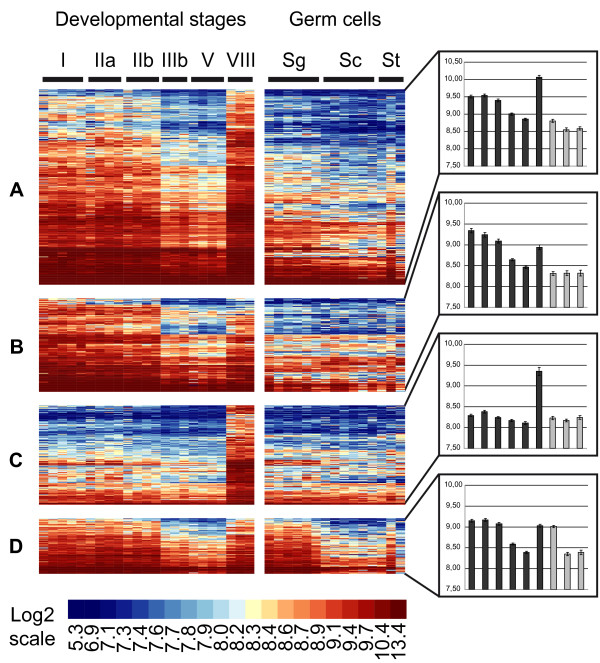
**Somatic expression clusters during rainbow trout spermatogenesis**. Heatmap representation of genes preferentially expressed in somatic cells during trout spermatogenesis. After statistical filtrations, co-expressed genes were classified in 9 clusters (A-I, see also figure 3) according to expression profiles in developmental stages and isolated germ cells using the PAM algorithm. Each line represents the expression signal of a single clone and each column is a sample. Roman numerals (I-VIII) indicate testicular developmental stages. Sg = spermatogonia; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities are shown according to the scale bar. Median expression profiles for each cluster are also presented (Histograms, right panels).

**Figure 3:**
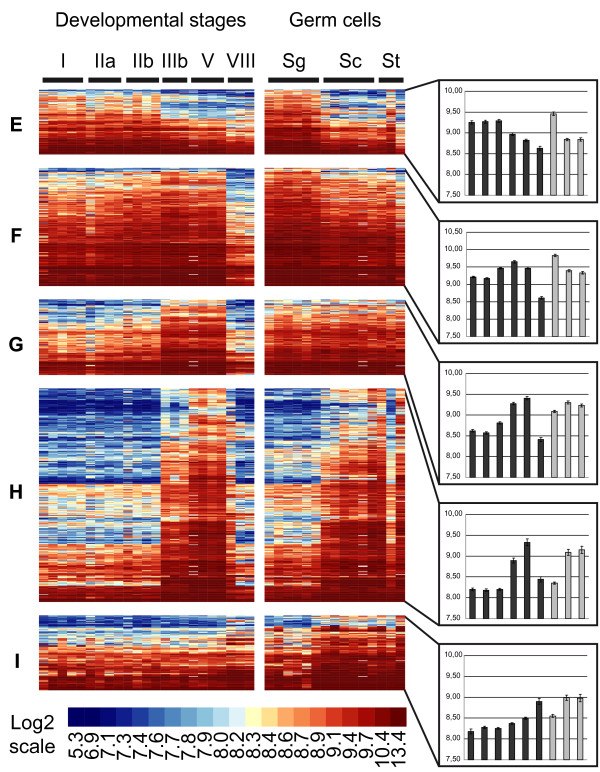
**Germ cell expression clusters during rainbow trout spermatogenesis**. Heatmap representation of genes preferentially expressed in germ cells during trout spermatogenesis. After statistical filtrations, co-expressed genes were classified in 9 clusters (A-I, see also figure 2) according to expression profiles in developmental stages and isolated germ cells using the PAM algorithm. Each line represents the expression signal of a single clone and each column is a sample. Roman numerals (I-VIII) indicate testicular developmental stages. Sg = spermatogonia; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities are shown according to the scale bar. Median expression profiles for each cluster are also presented (Histograms, right panels).

At least 3 clusters corresponding to genes preferentially-expressed in somatic cells, as evidenced by their low or null expression in isolated germ cell samples, could thus be distinguished. 

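Markers of somatic cells were lower in isolated spermatogonia (n = 6) than in stage I testes (n = 5). All 3 Sertoli cell genes, clu, dmrt1 and sox9, fell, with a camera adjusted p = 6.0e-03 for the list and adjusted p = 0.13 with an estimated correlation. The signal of sox9 was under background in both groups, and its change was 0 when such signals were raised to the array median. All 3 matrix genes fell as well, by a median of 2.37 log2 units (adjusted p = 7.3e-05, and adjusted p = 0.13 with an estimated correlation). Of 6 steroidogenic genes 3 fell (4 when adjusted over the list alone) and none rose, with a median of -0.83 (adjusted p = 9.4e-04, and adjusted p = 0.13 with an estimated correlation). Profiles with high signal in stage I or VIII and lower signal in every fraction were found for 400, 100 and 325 clones. The paper reasons that genes with low or no signal in the isolated germ cell samples are preferentially expressed in somatic cells, and that it falls in whole testes while germ cells accumulate.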

Genes in cluster A (334 clones/284 NR genes) are expressed in early developmental stages, then decrease by a dilution-effect as germ cells accumulate within the gonads (from stage IIb onwards) and finally increase in stage VIII testes when very few germ cells, apart from spermatozoa, are found within the testis (Figure 2). In contrast to this archetypical somatic expression pattern, genes in clusters B (160/133) and C (170/141) are expressed at lower and higher levels in stage VIII gonads, respectively (Figure 2). These genes are therefore likely to be subjected to differential expression regulations during the reproductive cycle in comparison with cluster A. Genes in cluster D (95/79) exhibit a somatic developmental expression pattern that is somehow similar to cluster A but are, moreover, highly expressed in isolated spermatogonia (Figure 2).

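The pattern of high signal in immature testes, loss during maturation and return at spawning was found for 400 clones, 109 of them named. Their median log2 signal was 9.16 in stage I, 8.25 in stage V and 9.41 in stage VIII, against 8.11, 7.89 and 7.96 in spermatogonia, spermatocytes and spermatids. The steroid dehydrogenase gene hsd3b1 had 10.42 ± 0.3 in stage I (n = 5), 8.93 ± 0.09 in stage V (n = 4) and 10.44 ± 0.46 in stage VIII (n = 3). It fell by 1.48 log2 units and rose again by 1.51 (SE 0.2 and 0.23, adjusted p = 5.3e-07 and 2.3e-06). The chemokine gene cxcl14 fell by 0.84 from stage I to stage V (SE 0.22, adjusted p = 3.3e-03) and rose by 3.53 at spawning (SE 0.25, adjusted p = 2.1e-13). Its signals of 7.9 ± 0.35 in stage I and 7.07 ± 0.2 in stage V were under background, and with signals under the array median raised to it the change of cxcl14 was -0.03 before spawning and 2.43 at spawning.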

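The chaperone gene clu, a product of Sertoli cells, kept only part of its immature level at spawning. Its log2 signal was 11.2 ± 0.2 in stage I (n = 5), 8.38 ± 0.42 in stage V (n = 4) and 9.23 ± 0.34 in stage VIII (n = 3), a decrease by 1.97 between stages I and VIII (SE 0.38, adjusted p = 1.6e-04). It was 1 of 100 clones with lower signal in stage V, in stage VIII and in each of the 3 fractions than in stage I, and the medians of these clones were 9.08 in stage I and 8.23 in stage VIII. The opposite profile, highest at spawning, was found for 325 clones, with medians of 8.03 in stage I and 9.19 in stage VIII. The estrogen receptor gene esr1 rose by 2.11 from stage I to stage VIII (SE 0.26, adjusted p = 1.8e-07), from a signal under background, and the rise of esr1 was 1.17 with signals under the array median raised to it. The medians of the 325 clones before spawning, from 7.94 in stage V to 8.2 in stage IIa, were close to the background level. The erythrocyte carbonic anhydrase gene cahz had the same profile, at 8.28 ± 0.38 in stage I and 10.64 ± 0.03 in stage VIII.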

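The Piwi gene piwil2 followed the pattern of high signal in both immature testes and spermatogonia. It had 9.39 ± 0.13 in stage I (n = 5), 9.67 ± 0.19 in spermatogonia (n = 6) and 8.5 ± 0.26 in spermatocytes (n = 6), a decrease by 1.16 between the fractions (SE 0.14, adjusted p = 1.8e-07). The same profile held for 215 clones (112 without spermatid replicate 3), 29 of them named, with medians of 8.99 in stage I, 8.98 in spermatogonia, 8.11 in spermatocytes and 8.21 in stage V. Of the 8 haemoglobin clones named by the array description 7 were among them. So was the embryonic haemoglobin clone tcbk0048.g.03, which was named from Additional file 1. The haemoglobin gene hba4 (clone tcal0001.i.08) had 11.05 ± 0.87 in spermatogonia and 8.75 ± 0.74 in spermatocytes, a decrease by 2.3 (SE 0.33, adjusted p = 2.6e-06). Of the 7 erythrocyte genes 6 fell between these fractions (camera adjusted p = 7.3e-05, and adjusted p = 0.18 with an estimated correlation), but of the members other than haemoglobins ae1 did not pass (adjusted p = 0.16) and cahz had adjusted p = 0.05, with -0.02 when signals under the array median were raised to it. The mean of cahz and ae1 was under background in both fractions (7.39 ± 0.25 and 6.98 ± 0.12), and the origin of the haemoglobin signal in the spermatogonia samples was not determined.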

Clusters E and F contain genes that are most highly expressed in isolated spermatogonia but that could be distinguished on the basis of their developmental expression pattern (Figure 3). 

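The chaperonin subunit gene cct8, which assists the folding of tubulin and actin, was highest in isolated spermatogonia. Its clone 1rt36f13_b_c07 had 12.08 ± 0.33 in spermatogonia (n = 6), 10.88 ± 0.12 in stage I (n = 5) and 10.97 ± 0.28 in spermatocytes (n = 6), with changes of 1.19 and -1.11 (SE 0.17 for both, adjusted p = 2.2e-06 and 4.5e-06). Of 7 genes of chaperonins and other chaperones 5 rose from stage I to spermatogonia, by a median of 0.74 for the list (camera adjusted p = 4.5e-03, and adjusted p = 0.13 with an estimated correlation). Of these 7 only cct8 encodes a chaperonin subunit. The clone of another subunit, CCT5 (tcad0008.m.18, named from Additional file 1 by its values), was lower in spermatogonia than in stage I. The Methods describe digestion and overnight shaking for the fractions alone, so cell type and isolation cannot be separated here. A peak in spermatogonia together with a fall from stage I to stages V and VIII was found for 6 clones, none of them named. Their medians were 8.97 in spermatogonia, 8.49 in stage I and 7.74 in stage V. Their number was 52 with array weights and ranged from 2 to 15 when 1 array was left out, the highest without spermatid replicate 2.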

Genes in cluster E (111/94) exhibit a progressive decrease in expression as spermatogenesis proceeds (from stage IIIb onwards) and might correspond to weakly differentiated spermatogonia. In contrast, genes in cluster F (202/154) transiently increase from stages IIb to V and could correspond to more differentiated, actively-dividing spermatogonia and early spermatocytes that accumulate during the course of the reproductive cycle (Figures 3).

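Signal above stage I in spermatogonia and stage IIIb, and lower in stage VIII than in spermatogonia and stage V, was found for 256 clones. Spermatocytes were not to be above spermatogonia, but a peak in spermatogonia was not required. Of the 256 clones 13 were named, among which was Ddx4. Their median log2 signal was 8.58 in stage I, 8.9 in stage IIb, 9.44 in stage IIIb and 9.4 in stage V, and 8.17 in stage VIII. In the fractions it was 9.34 in spermatogonia, 9.19 in spermatocytes and 9.1 in spermatids, so these germ cells differed little. Of these clones 124 also met the definition of high signal in all germ cells. The number fell to 165 without stage IIIb replicate 2 and was 528 with array weights.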

Clusters G, H and I were found to contain genes expressed within the germline or with expression peaking in meiotic and post-meiotic germ cells. Cluster G (129/108) indeed contains genes highly expressed in all germ cell types that are also highly expressed in stage IIIb and V gonads (Figure 3). 

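High signal in every germ cell fraction and in meiotic testes was found for 190 clones, 10 of them named. Their medians were 9.02 in spermatogonia, 9.34 in spermatocytes and 9.28 in spermatids, and they increased from 8.34 in stage I to 9.35 in stage IIIb and 9.48 in stage V. In spawning testes they were at 8.18. The 3 proteasome genes measured, whose products degrade proteins, rose both in stage V and in spermatogonia against stage I, but as a list they did not pass camera (adjusted p = 0.05 and 0.06). None of them was among the named clones of this profile. Of the 190 clones 22 also belonged to the profile of spermatocytes and spermatids. Their number was 314 with array weights.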

Cluster H (365/302) corresponds to genes more specifically expressed in both spermatocytes and spermatids. 

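The synaptonemal complex gene sycp3, which pairs chromosomes in meiosis, had 9.17 ± 0.58 in stage I (n = 5) and 11.33 ± 0.25 in stage V (n = 4), an increase by 2.16 (SE 0.31, adjusted p = 1.5e-06), and fell by 2.89 at spawning (SE 0.36, adjusted p = 5.5e-08). Both clones of ift122, a gene of flagellar transport, rose from spermatogonia (n = 6) to spermatocytes (n = 6), 1rt32a14_c_a07 by 1.43 (SE 0.18, adjusted p = 2.4e-07) and tcay0011.m.23 by 1.09 (SE 0.17, adjusted p = 6.5e-06). Spermatogonia were under background for both, and the rises were 1.08 and 0.76 with signals under the array median raised to it. Profile class H asked for higher signal in spermatocytes and spermatids than in spermatogonia, and in stage V than in stages I and VIII. It was met by 247 clones, 23 of them named, and by 152 and 160 without spermatid replicate 3 or 1. The medians of the 247 clones were 8.14 in spermatogonia, 9.31 in spermatocytes and 9.28 in spermatids, and 7.98 in stage I, 9.53 in stage V and 8.08 in stage VIII. The direction of these differences follows from the definition and is no separate result. Spermatids (n = 3) and spermatocytes were hardly separated, with 6 clones higher and 0 lower in spermatids, and 774 clones at an unadjusted p under 0.05. Without spermatid replicate 2 these counts were 209 and 80. Simulated changes of 0.5, 1 and 2 log2 units between them were recovered for 9%, 89.6% and 98.5% of clones. The simulation gave all groups the same spread, whereas the spermatid arrays had low array weights (0.64, 0.27 and 0.26). The recovery for spermatids may therefore be overstated.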

Again, these transcripts are highly accumulating in stage IIIb and V gonads (Figure 3). 

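A profile of high signal in spermatocytes and spermatids without a fall at spawning was found for 379 clones, 28 of them named. Their median log2 signal was 8.75 in spermatocytes (n = 6) and 8.84 in spermatids (n = 3), against 8.35 in spermatogonia (n = 6). In whole testes it moved little, from 7.87 in stage I and 8.01 in stage IIb to 8.24 in stage IIIb, 8.36 in stage V and 8.4 in stage VIII. Stage I medians were under the background level of the arrays, and 219 clones met this profile when signals under the array median were raised to it. Leaving out single arrays gave 262 to 425 clones.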

Finally, genes belonging to cluster I (128/116) are highly expressed within the germline, especially in both spermatocytes and spermatids, but differ from clusters G and H as they do not show a clear differential expression pattern during testis maturation (Figure 3).

Normalized expression data, expression cluster information and corresponding annotations are available for all differentially-expressed trout clones in a searchable excel spreadsheet provided in additional file 1. 

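The sex determination gene dmrt1 and the Sertoli cell gene sox9 both rose at spawning. The dmrt1 signal was 9.32 ± 0.13 in stage I (n = 5), 8.8 ± 0.17 in stage V (n = 4) and 9.93 ± 0.2 in stage VIII (n = 3). It fell by 0.52 and then rose by 1.13 (SE 0.15 and 0.17, adjusted p = 8.0e-03 and 2.3e-06). In the fractions it decreased from 8.75 ± 0.33 in spermatogonia (n = 6) to 8.21 ± 0.23 in spermatocytes (n = 6), and spermatogonia lay 0.57 under stage I (SE 0.14, adjusted p = 1.8e-03). The sox9 signal was 7.76 ± 0.13 in stage I and 7.68 ± 0.05 in stage V (-0.08, adjusted p = 0.80), both under the background level, and 8.91 ± 0.44 in stage VIII. It rose by 1.15 from stage I to stage VIII (SE 0.2, adjusted p = 4.6e-05), or by 0.74 for sox9 with signals under the array median raised to it. The paper takes signals under this level as not detected, so whether sox9 fell before spawning was left open, and its fractions were not ranked. Clones named Amh, Slc26a4 or Tbx1 were not analysed here.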

Note that the expression profiles for 5 somatic genes (Amh, Dmrt1, Slc26a4, Sox9a and Tbx1) were verified and confirmed by qPCR experiments (Additional file 2). The comparison of the 2 methods revealed that microarrays data tend to minimize the differences between experimental groups of samples.

### Functional mining of expression clusters highlights relevant functions in trout testis development

We performed a GeneOntology term analysis to investigate the biological significance of the 9 expression clusters described above. We found enriched functions in each cluster that are consistent with known events occurring at different stages of spermatogenesis and in specific cellular compartments of the testis ("biological process" terms, Figure 4).

**Figure 4:**
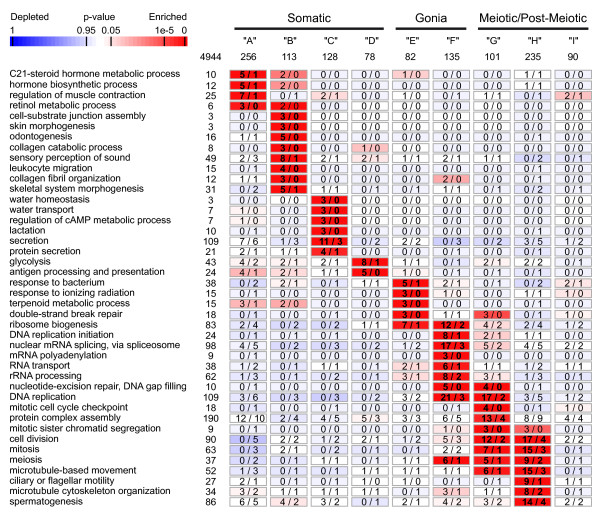
**Functional mining of trout spermatogenetic clusters**. Over-represented "biological process" terms from the GeneOntology (GO) were identified in the 9 expression clusters (A-I) previously identified. Rectangles indicate the observed (left) and expected (right) numbers of genes bearing the corresponding GO term, whereas the number of genes exhibiting this GO term on the entire microarray is given on the left. Only GO terms with a p-value ≤10^-6 ^and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched. To avoid redundancy between closely related terms, an Ontology Specific Information Rate (OSIR) cut-off ≥ 0.95 was selected. Numbers in bold indicate a statistical enrichment for a given GO term according to the scale bar.

The somatic expression cluster A was thus found to be significantly enriched in genes coding for proteins involved in hormone biosynthetic or catabolic processes, which may originate from steroidogenic Leydig cells, including some genes more specifically involved in C21-steroid hormone or retinol metabolic processes (Akr1d1, Cyp17a1, Cyp11a1, Dhrs3 and Dhrs9, Ece1, Hsd11b2). Additionally, a number of genes involved in the regulation of muscle contraction (Anxa6, Atp1a1, Gucy1a3, Myl9, Tpm1 and Tpm3) were found in this cluster and are possibly expressed by contractile peritubular myoid cells. 

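Genes of Leydig cell steroid synthesis fell in maturing testes and rose at spawning. The log2 signal of cyp17a1, which encodes the hydroxylase at the branch to androgens, was 10.45 ± 0.32 in stage I (n = 5), 8.63 ± 0.17 in stage V (n = 4) and 11.66 ± 0.45 in stage VIII (n = 3). It fell by 1.82 and rose by 3.02 (SE 0.22 and 0.26, adjusted p = 9.7e-08 and 1.9e-11). The hsd11b2 gene, needed for 11-oxygenated androgens, went from 9.81 ± 0.31 to 8.13 ± 0.2 and 10.68 ± 0.33 and was 1.91 lower in spermatogonia (n = 6) than in stage I (SE 0.18, adjusted p = 3.9e-10). Of 6 steroidogenic genes 4 fell from stage I to stage V (camera adjusted p = 9.0e-04, and adjusted p = 0.13 with an estimated correlation). From stage V to stage VIII 5 rose, by a median of 2.15 for the list (adjusted p = 1.0e-05, and adjusted p = 0.12 with an estimated correlation). From stage I to stage VIII 4 rose (adjusted p = 3.5e-03, and adjusted p = 0.17 with an estimated correlation), and at stage IIIb 4 fell against stage IIb (adjusted p = 5.6e-04, and adjusted p = 0.13 with an estimated correlation), of which hsd3b1 alone passed whichever single array was left out. The erythrocyte genes moved the same way between stages I, V and VIII, with 5 of 7 lower in stage V than in stage I and all 7 higher in stage VIII than in stage V, the latter by a median of 2.55 for the list. From stage IIb to stage IIIb none of them passed, with a median of 0.04 (camera adjusted p = 0.93). Ece1 and Dhrs3 rose at spawning by 0.88 and 1.21 (SE 0.22 and 0.23, adjusted p = 1.9e-03 and 5.6e-05). Their falls before were 0.62 and 0.56 (adjusted p = 0.01 and 0.03), and that of Ece1 had adjusted p = 0.05 without stage V replicate 4. The fall of Dhrs3 no longer passed without any 1 of stage I replicates 2 and 3 and stage V replicates 1, 2 and 4, and was 0.25 with signals under the array median raised to it. Of the genes named in the text, Cyp17a1, Hsd11b2, Ece1 and Dhrs3 were chosen on these same samples and are not independent evidence.

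**Figure D3:**
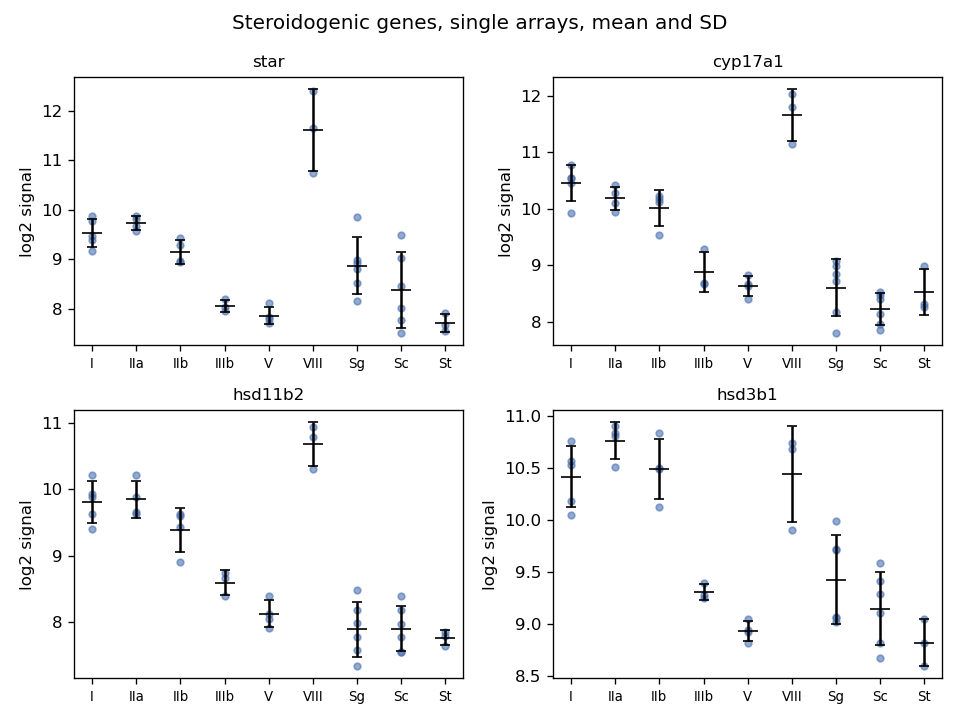
Log2 signal of steroidogenic genes in the 9 groups; points are single arrays, horizontal bars are means and whiskers are standard deviations. Signals are low in stages IIIb and V and high in stage VIII.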

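Annexin gene Anxa6, whose product binds calcium at membranes and regulates contraction, rose at spawning on both of its clones. Clone tcbk0035.j.24 had 7.94 ± 0.15 in stage V (n = 4) and 9.06 ± 0.21 in stage VIII (n = 3), an increase by 1.12 (SE 0.21, adjusted p = 5.2e-05). Clone tcba0019.f.20 rose by 0.81 (SE 0.22, adjusted p = 3.7e-03), with adjusted p = 0.07 without stage VIII replicate 3. Between stage I (n = 5) and stage V the latter fell by 0.65 (SE 0.19, adjusted p = 9.2e-03), whereas tcbk0035.j.24 did not pass (-0.43, adjusted p = 0.07). Most of these signals lay under the array median. With such signals raised to it, clone tcba0019.f.20 had 0.22 for the rise and -0.08 for the fall.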

Cluster B, which might correspond to somatic genes undergoing down regulation as the testis matures, was found to contain many genes involved in various developmental processes. It included genes encoding extracellular matrix constituents or organizers (Itga6, Col1a1 and Col1a2), but also transcription factors (Bapx1, Pcgf2, Sox10 and Tbx1) involved in skin and skeletal system morphogenesis or ondontogenesis. 

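Collagen I genes, which encode the main fibre of connective tissue, were strongly expressed in immature testes and lower in isolated spermatogonia. The col1a1 signal was 12.49 ± 0.15 in stage I (n = 5), 10.94 ± 0.36 in stage V (n = 4), 12.31 ± 0.44 in stage VIII (n = 3) and 10.12 ± 0.37 in spermatogonia (n = 6). From stage I to stage V col1a1 fell by 1.54 (SE 0.27, adjusted p = 2.4e-05) and col1a2 by 1.23 (SE 0.24, adjusted p = 1.5e-04). In stage VIII neither differed from stage I (-0.17 and -0.44, adjusted p = 0.71 and 0.23). The col1a1b clone tcay0027.n.15 fell by 1.85 (SE 0.23, adjusted p = 1.0e-07) and rose by 1.16 from stage V to stage VIII (SE 0.26, adjusted p = 5.3e-04). It remained 0.68 under stage I (adjusted p = 0.04), and this did not pass without any 1 of stage I replicates 3, 4 and 5 and stage VIII replicates 1 and 2 (-0.45, adjusted p = 0.27 without stage VIII replicate 1). The other col1a1b clone, 1rt65f10_d_c05, changed at neither stage (0.16 and 0) with a signal of 12.96 ± 0.22 in stage I, close to the upper end of the scale. All 4 clones were lower in spermatogonia than in stage I, from 1.38 for 1rt65f10_d_c05 to 3.3 for tcay0027.n.15 (adjusted p = 7.1e-04 and 1.8e-14). These genes were taken from the study's own list and are not independent evidence.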

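Glrx5, which encodes a mitochondrial glutaredoxin of iron-sulphur cluster assembly, and the zinc transporter gene Slc39a1 were highest in spawning testes. From stage I (n = 5) to stage VIII (n = 3) glrx5 went from 8.15 ± 0.29 to 9.04 ± 0.18, an increase by 0.89 (SE 0.18, adjusted p = 2.8e-04). Over the same stages slc39a1 went from 8.32 ± 0.38 to 10.52 ± 0.33, an increase by 2.2 (SE 0.3, adjusted p = 1.2e-06), and it did not differ between stages I and V (-0.27, adjusted p = 0.50). Isolated spermatogonia (n = 6) also held slc39a1, at 9.71 ± 0.44, which was 1.39 above stage I (SE 0.25, adjusted p = 5.7e-05). Spermatocytes (n = 6) had 8.53 ± 0.32, lower by 1.18 (SE 0.24, adjusted p = 2.8e-04). Both genes belong to lists drawn from these samples and are not independent evidence.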

Genes in cluster C are highly expressed in stage VIII testes and were notably found to be involved in water transport and homeostasis, cAMP metabolic processes (Aqp4, Itnp, Timp2 and Vsnp), lactation and secretion (Ank1, Agpat9, Canx, Cav2, Dgat1, Gars, Glrx5 and Slc39a1). These biological processes appear to be highly relevant functions for semen fluid constitution and sperm hydration during spawning. 

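Genes of the glycolytic enzymes Gapdh and Eno3 were lower in spermatocytes (n = 6) than in spermatogonia (n = 6). The gapdh clone tcaa0001.e.20 had 10.62 ± 0.13 in spermatogonia and 9.25 ± 0.2 in spermatocytes, a decrease by 1.37 (SE 0.13, adjusted p = 6.1e-09), and clone tcan0001.o.05 decreased by 1.22 (SE 0.22, adjusted p = 7.8e-05). The decrease of eno3 was 0.84 (SE 0.2, adjusted p = 1.3e-03) and 0.18 with signals under the array median raised to it. From stage I (n = 5, 10.38 ± 0.17) to stage V (n = 4, 9.56 ± 0.1) clone tcaa0001.e.20 fell by 0.82 (SE 0.16, adjusted p = 8.7e-05), whereas tcan0001.o.05 did not change (-0.09, adjusted p = 0.84). At spawning eno3 rose by 1.13 from stage V (SE 0.26, adjusted p = 6.8e-04). In spermatogonia none of the 3 clones differed from stage I (adjusted p = 0.21, 0.44 and 0.14). The paper's list was drawn from these samples, so it is not independent evidence.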

Cluster D, which corresponds to genes that might be expressed in both somatic cells and spermatogonia, contains genes involved in glycolysis (Aldoa, Eno1p, Eno3, Gapdh, Pgk1 and Tpi1a), antigen processing and presentation (Cd74, B2m, Mhc1uca and Mica) and the aldehyde metabolic process (Tpia1, Aldh7a1 and Aldh9a1). Type A spermatogonia cluster E was found to be enriched in genes involved in the response to bacterium and ionizing radiation or terpenoid metabolic process (Adh5, C10orf33, Dhrs4, Gpx3, Hadha, Hamp1 and Tf). 

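Transferrin genes, which encode an iron carrier of blood plasma and Sertoli cells, were lower in spermatocytes (n = 6) than in spermatogonia (n = 6) on all 3 clones. The tfa clone tcaa0001.e.07 went from 8.78 ± 0.22 to 7.88 ± 0.23, a decrease by 0.9 (SE 0.2, adjusted p = 1.0e-03), and tcac0005.i.04 decreased by 1.49 (SE 0.26, adjusted p = 4.6e-05). Clone tcad0002.p.14 of tf decreased by 0.76 (SE 0.27, adjusted p = 0.03), and this did not pass without any 1 of spermatogonia replicates 1, 4 and 5 and spermatocyte replicates 2 to 5. It was the only one higher in spermatogonia than in stage I (n = 5), by 0.93 (SE 0.28, adjusted p = 0.01), and the tfa clones did not differ there (adjusted p = 0.74 and 0.92). From stage I to stage V (n = 4) tcac0005.i.04 fell by 1.21 (SE 0.3, adjusted p = 2.2e-03) and the others did not change. The tf clone lay under the background level in all groups, and with signals raised to the array median its changes were 0.16 and -0.09. Those of tcac0005.i.04 were then -0.4 between the fractions (adjusted p = 0.06) and -0.38 between the stages (adjusted p = 0.13). These clones were on a list drawn from the same samples and are not independent evidence.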

More interestingly, these genes involved in double strand break repair (Xrcc4 and Xrcc6 and Msh2) may participate in specific checkpoints in these cells to ensure the integrity of the transmitted genome. Additionally, numerous genes were involved in ribosome biogenesis (Aatf, Exosc5, Mina, Nmd3, Rplp0, Rpsa and Wdr3), a function that was also found to be enriched in cluster F. Cluster F is likely to correspond to more differentiated spermatogonia and was found to contain genes involved in RNA metabolism, including mRNA splicing, via spliceosome, RNA transport (Ckap5, Ddx39, Dye, Nup43, Thoc4 and Xpo1), rRNA processing (Ddx56, Dkc1, Eif4a3, Exocs7, Exocs8, Fbl, Nol5 and Utp14c) or mRNA polyadenylation (Cpsf1, Cstf2 and Pabpn1), which could be important for fine-tuning gene expression in these cells. In agreement with the high proliferative activity of these cells, a number of genes were also involved in DNA metabolic processes, notably in the initiation of DNA replication (Mcm2-7, Orcl1 and Rpa4) and nucleotide-excision repair, DNA gap filling or base excision repair (Msh6, Pcna, Pold1, Rfc3, Rfc4, Ung and Rpa4). Cluster G corresponds to genes widely expressed within the germline that are involved in DNA replication along with cell division, mitosis or mitotic cell cycle checkpoint (Cdc2, Mad2l1, Ttk and Zw10). Furthermore, genes involved in meiosis were found in cluster F (Fancd2, Kif2c, Msh6, Psmd13, Spin1, and Utp14c), cluster G (Psmc3ip, Rad50, Sycp3l, Ttk and Zw10) and cluster H as well (Ccna1, Ccnb3, Cdc25c, Dmc1, Kif2c, Meig1, Nek2, Topbp1 and Tsga2). Finally, whereas the meiotic/post-meiotic cluster H shared common biological functions with cluster G (Cell division, mitosis and microtubule-based movement), it was also consistently and specifically enriched in genes involved in microtubule cytoskeleton organization, ciliary or flagellar mobility (Cetn3, C14orf143, Dnah1, Dnah7, Dnah8, Dnah12, Fam179b, Gabarap, Kif2c, LOC795513, Ndel1, Tekt3, Tekt4, Tubb1 and Ube2c) and spermatogenesis (Ccna1, Dmc1, Dnah9, Dnajb13, Ggnbp2, Hist1h1d, Klhl10, Nme5, Ropn1l, Sapg6, Spata4, Tegt, Tle3 and Txndc6). 

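The centrin gene cetn4, of basal bodies and flagella, and the testis gene spata4 rose with the appearance of spermatocytes and spermatids. The cetn4 signal was 8.67 ± 0.28 in stage I (n = 5) and 10.56 ± 0.22 in stage V (n = 4), an increase by 1.89 (SE 0.23, adjusted p = 8.6e-08), and it rose by 1.86 from spermatogonia to spermatocytes (n = 6 each; SE 0.2, adjusted p = 3.2e-08). The spata4 signal rose from 7.75 ± 0.11 in stage I to 9.14 ± 0.08 in stage V, by 1.39 (SE 0.27, adjusted p = 1.2e-04), and from spermatogonia to spermatocytes by 0.95 (SE 0.23, adjusted p = 2.1e-03). Stage I and spermatogonia were under background for spata4, and with signals under the array median raised to it the increases were 0.97 (adjusted p = 3.7e-04) and 0.48 (adjusted p = 0.04). Between stages IIb and IIIb spata4 did not pass (0.3, adjusted p = 0.67). At spawning cetn4 fell by 2.14 (SE 0.26, adjusted p = 5.8e-08). All 3 axoneme genes, cetn4, ift122 and spata4, rose in stage V (camera adjusted p = 1.4e-03, and adjusted p = 0.13 with an estimated correlation) and fell in stage VIII (adjusted p = 6.9e-03, and adjusted p = 0.18 with an estimated correlation). They also rose in spermatocytes against spermatogonia (adjusted p = 4.3e-04, and adjusted p = 0.13 with an estimated correlation), and cetn4 and ift122 rose at stage IIIb (list adjusted p = 4.4e-03, and adjusted p = 0.16 with an estimated correlation). The choice of Spata4 and Txndc6 was the study's own and on these samples, so it is not independent evidence.

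**Figure D4:**
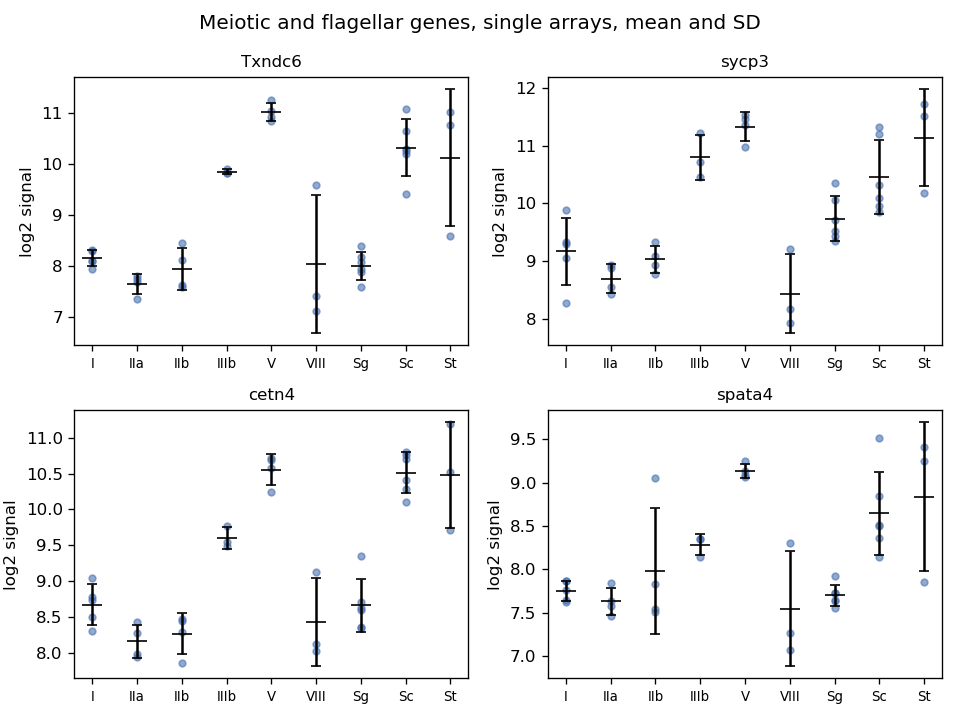
Log2 signal of Txndc6, sycp3, cetn4 and spata4 in the 9 groups; points are single arrays, horizontal bars are means and whiskers are standard deviations. Signals are high in stage V, spermatocytes and spermatids, and for Txndc6, sycp3 and cetn4 also in stage IIIb, with a wide spread among the 3 spermatid arrays.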

Only cluster I did not show any specifically enriched biological processes and its biological significance still remains unclear.

Taken together, the statistical enrichments obtained in this GO term analysis validate our gene expression analysis and the annotation of trout genes. It can be noted that concordant results were obtained at molecular function or cellular component levels (Additional files 3 and 4) as well as for conserved genes correlated with mice and for testis-specific genes (see below and additional files 5 and 6).

### Correlating gene expression during spermatogenesis in fish and mammals

We next conducted a cross-species comparison to identify evolutionary-conserved genes that would also exhibit conserved expression during trout and mouse testis development. We used expression data corresponding to postnatal testis development in the mouse (GEO repository: GSE12769), as the first wave of spermatogenesis occurs, and compared the expression of 1105 differentially-expressed NR trout genes with their mouse orthologs. Firstly, we selected mouse genes with significant expression (≥ overall median value) in at least one developmental stage and identified 1044 genes that were differentially-expressed in trout and also consistently detected in mouse testes, suggesting roles during testis development or spermatogenesis for these genes in both species. In addition, we performed a correlation test to compare expression profiles in trout developmental stages (I, IIb, IIIb and V) and mouse post-partum ontogeny (0, 8, 18 and 30 dpp). This enabled us to select 442 clones (403 NR genes) that exhibit very similar developmental expression patterns and covered most of the expression clusters (Figure 5). Indeed, only genes in cluster C, whose expression profiles depend mainly on stage VIII gonads (a stage specific to highly cyclic fish species with no equivalent in mice), and in cluster I, which do not show important changes in expression during testis development, were found to exhibit low correlated expression with their mouse orthologs. Importantly, the genes selected by this filtration on the basis of developmental expression profiles also exhibited a clear-cut expression pattern in testicular cells isolated from mice. These genes might therefore be expressed in the same cell types in both species where they are likely to exert similar functions. Furthermore, the GO term analysis performed on 3 broad expression clusters (i.e. somatic, spermatogonia and meiotic/post-meiotic) for these conserved genes, not only confirmed previous results obtained for trout differentially-expressed genes, but extended these findings (Additional files 5 and 6). A striking example is that of the transforming growth factor receptor signalling pathway, for which 8 out of 9 differentially-expressed trout somatic genes were found to have conserved expression during mouse spermatogenesis (Bambi, Col1a2, Id1, Nfic, Nfix, Sptbn1a and b and Smad7). Similarly, 5 of the 6 genes involved in sperm mobility and/or fertilization that belong to the meiotic/post-meiotic cluster were also found conserved during mouse spermatogenesis (Gas8, HistH3, Klhl10, Pvrl3, Ropn1l and Sapg6). This confirms that identifying genes with evolutionary conserved expression is an efficient way to highlight factors with important functions in a given process.

**Figure 5:**
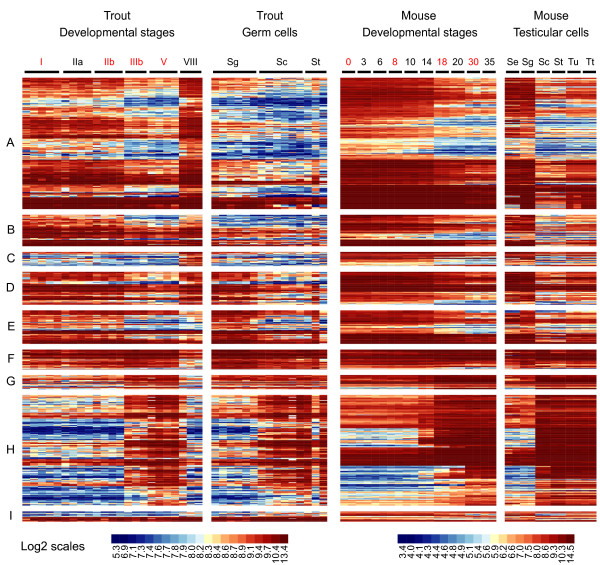
**Correlated expression of conserved genes during spermatogenesis in trout and mouse**. Expression profiles during spermatogenesis in trout and mouse (datasets GSE12769 and E-TABM-130) were compared. Mouse orthologs of differentially expressed trout genes were first identified using the Ensembl database and filtered to select only those genes with significant expression in at least one mouse developmental stage (Signal intensity ≥ median value). A correlation test was then performed to select genes with similar expression profiles (correlation ≥0.8) in trout and mouse developmental stages. Each line represents the expression signal of a trout clone and a corresponding mouse probeset. Gene expression in trout developmental stages, trout isolated germ cells, mouse developmental stages and trout isolated testicular cells is sorted according to the 9 trout expression clusters (A-I). Roman numerals (I-VIII) indicate trout developmental stages whereas numeric numbers (0-35) indicate mouse post-partum days. Samples used for the correlation test are indicated in red. Se = Sertoli cell; Sg = spermatogonia; Sc = spermatocytes; St = spermatids; Tu = mouse seminiferous tubules; Tt = mouse total testes. Log-2 transformed signal intensities are shown according to respective scale bars.

Trout clones for which corresponding orthologous genes exhibit correlated expression or are significantly expressed during mouse spermatogenesis are labelled respectively "Correlated" and "Expressed" in additional file 1.

### Tissue profiling analysis reveals potential testis-specific genes in trout

We used expression data from 5 non-testicular tissues (ovary, liver, muscle, gill and brain) hybridized on the same microarray to identify potential testis-specific genes and found 121 clones (111 genes) expressed predominantly in the testis with low or no expression in all the other tissues (Figure 6; labelled "Testis" in additional file 1). Only 23 of these potential testis-specific genes did not pass the standard deviation filtration step, thus demonstrating highly specific gene expression, not only at tissue level, but also at cellular level. Thirty four of these genes belong to somatic expression clusters and include notably 2 genes that are crucial for male gonad development: Dmrt1, a well-known sexually-dimorphic gene involved in both Sertoli cell differentiation and spermatogenesis maintenance [15], and Lhcgr, which encodes the receptor for LH and chorionic gonadotropins [16,17]. This also includes genes encoding receptors or extracellular proteins that may account for specific paracrine regulation within the testis (Ca6, Enpp6, Gpc3, Gpr175, Lgi1b, Lrp1, Podn, Tgfbr3 and Vmo1). The spermatogonia expression clusters also contain 14 genes with apparently preferential expression in the male gonad. Importantly, 6 of these genes - Cpsf1, Ddx19, Exosc8, Mcrs1, Msi2 and Piwil2, the latter gene encoding a stem-cell protein essential for germ cell differentiation [18] - were again found to bear functions related to RNA processing or transport. Finally 73 genes with expression detected in the testis only were found within the germline and meiotic/post-meiotic expression clusters: They consistently contained a number of genes coding for proteins known to be important in meiosis and/or spermatid development (Dmc1, Dnah9, Dnajb13, Dnal1, Gmcl1, Nek2, Nme5, Spata4, Trip13 and Zw10). In addition they contained genes encoding proteins localized on or involved in the mobility of flagella and cilia (c10orf63, c14orf143, Dnah8, Efhc1, Rshl3 and Ttll9) that are relevant sperm cell components. In addition, several transcription factors and cell cycle regulators that could be important for the progression throughout meiosis were found (Cdkn3, Lcmt1, Polr2i, Smc4, Styxl1 and Xccr3). It can be noted that when exploring enrichment for GO annotations linked to potential testis-specific genes, only terms related to meiosis or spermiogenesis were highlighted (Additional files 5 and 6), as previously observed in mammals [19].

**Figure 6:**
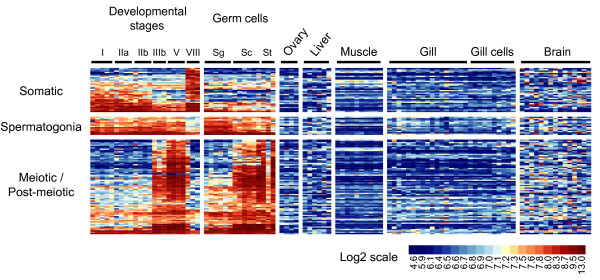
**Potential testis-specific genes as revealed by tissue-profiling analysis**. Genes were selected on the basis of their high expression (average signal intensity ≥3^rd ^quartile) in at least one testicular sample and low or null expression (average signal intensity < median) in 5 non-testicular tissues (Ovary, Liver, Muscle, Gill, and brain). Genes are displayed according to 3 broad expression clusters (i.e. somatic, spermatogonia and meiotic/post-meiotic). Roman numerals (I-VIII) indicate trout developmental stages. Sg = spermatogonia; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities are shown according to the scale bar.

Attention should be given to genes expressed in the female trout gonad as they are apparently also candidate genes for the male gonad function. Importantly, 67 additional genes highly expressed in the testis were also found to be expressed in the mature ovary (Additional file 7; labelled "Gonad" in additional file 1), including some genes already known to be important for meiosis or oocyte differentiation (Ccna1, Nmp2, Psmc3ip and Sycp3l). Also among this group of transcripts, a majority were annotated with functions related to cell proliferation or cell cycle regulation (Ada, Cdkn1c, Cks1b, Gsg2, Nasp and Pdcd6), spindle formation and chromosomal positioning or structure (Kntc2 and Smc2), DNA replication or repair (Cdt1, Mcm5, Nasp, Pold3, Recql5 and Rfc4) that are all of obvious interest for germ cell development.

### Candidate genes of interest in spermatogenesis regulation

To gain insight into the regulatory mechanisms that drive spermatogenesis we focused on genes preferentially expressed in the somatic cell compartment and may be involved in cell fate commitment during early testis maturation or in driving germ cell differentiation throughout the male reproductive cycle. This was performed by searching for genes encoding transcriptional regulators (corresponding to the following GO term "transcription factor activity"; GO:0003700), growth factors (growth factor activity; GO:0008083), receptors for growth factors (growth factor binding; GO:0019838 and "growth factor receptor activity" terms) or a more general class of extracellular proteins (extracellular space; GO: 0005615) in all 4 somatic cell expression clusters. Expression profiles of these genes are presented in figure 7.

**Figure 7:**
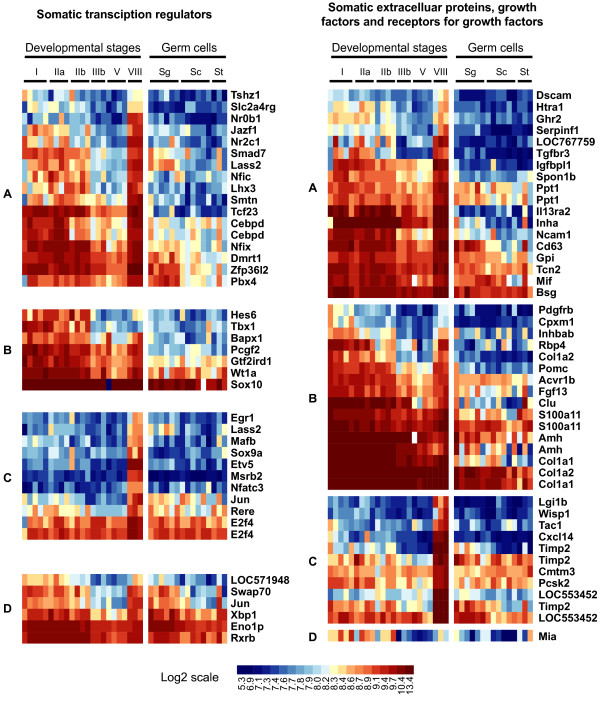
**Focus on candidate genes for spermatogenesis regulation**. Genes corresponding to GeneOntology terms "transcription factor activity" (GO:0003700) and "growth factor activity" (GO:0008083), "growth factor binding" (GO:0019838) or "extracellular space" (GO:0005615) were extracted from the somatic expression clusters previously identified. Genes are displayed according to 4 somatic expression clusters (A-D) and their corresponding gene names are given. Roman numerals (I-VIII) indicate trout developmental stages. Sg = spermatogonia; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities are shown according to the scale bar.

We next performed in situ hybridization to localize expression for some of the somatic genes selected above. In order to validate our *In Situ *hybridization (ISH) protocol and the quality of the gonad samples we investigated the expression of genes of known cellular origin. The gene encoding the anti-Müllerian hormone, Amh, was strongly detected in Sertoli cells in the early stages I-II (Cluster C; Figure 8A) and, in agreement with its microarray expression profile, the staining progressively decreased in Sertoli cells in maturing testes and at the spawning stage (data not shown). 

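Ddx4 encodes an RNA helicase of the germline, and its log2 signal was highest in isolated spermatogonia (12.17 ± 0.33, n = 6). It was 11.29 ± 0.18 in spermatocytes (n = 6), lower by 0.88 (SE 0.16, adjusted p = 6.9e-05), and 11.03 ± 0.61 in spermatids (n = 3), which did not differ from spermatocytes (-0.26, adjusted p = 0.78). In whole testes Ddx4 increased from 10.8 ± 0.18 in stage I (n = 5) to 11.54 ± 0.16 in stage V (n = 4), by 0.74 (SE 0.19, adjusted p = 2.3e-03), and fell by 2.35 at stage VIII (n = 3; SE 0.21, adjusted p = 7.8e-11). Spermatogonia lay 1.37 above stage I testes (SE 0.17, adjusted p = 7.0e-08). The stained sections themselves were not analysed here.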

The signal for Ddx4, the gene encoding the Drosophila VASA homolog, was strongest in spermatogonia and early spermatocytes (cluster F; Figure 8B) and decreased in subsequent germ cells in a similar way to the microarray experiment signals. 

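Txndc6 encodes a thioredoxin found in cilia and flagella and rose by 2.3 log2 units from spermatogonia (8.01 ± 0.27, n = 6) to spermatocytes (10.32 ± 0.55, n = 6; SE 0.31, adjusted p = 7.4e-07). Spermatids had 10.12 ± 1.33 (n = 3) and did not differ from spermatocytes (-0.19, adjusted p = 0.95). In whole testes it went from 8.16 ± 0.15 in stage I (n = 5) to 9.85 ± 0.05 in stage IIIb (n = 3) and 11.01 ± 0.18 in stage V (n = 4), an increase by 2.85 from stage I to stage V (SE 0.36, adjusted p = 1.3e-07). In stage VIII it was 8.04 ± 1.35 (n = 3) and back near stage I (-0.12, adjusted p = 0.87).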

Finally, the strong signal detected for Txdnc6 in both spermatocytes and spermatids (Figure 8C) confirmed its meiotic/post-meiotic profile (cluster H). Firstly, we investigated the expression of Tcf23 (Cluster A), a gene encoding the basic helix-loop-helix transcription regulator TCF23 (OUT), that we found to be preferentially-expressed in both the testis and ovary. Tcf23 staining was found at each developmental stage in thin cells very closely associated with spermatogenetic tubule borders (Figure 8D), which are likely to be peritubular cells. ISH performed on Igfb7, a gene encoding an Insulin-like growth factor-binding protein (Cluster A) revealed its expression in the interstitial Leydig cells (Figure 8E). In addition, Igfbp7 mRNA was also detected in endothelial cells from vessels (data not shown). Ghr2, a duplicated isoform of the gene encoding the growth-hormone receptor (Cluster A), was found to be expressed in stage VIII testes in large, round cells present in the interstitial tissue that are likely to be Leydig cells (Figure 8F). Finally, the expression of Tgfbr3, which encodes the type III TGF-beta receptor and that was only detected in the testis (Cluster A), was evidenced in interstitial Leydig cells in stage II testes (Figure 8G). Overall these results further confirmed our prediction of "somatic", "spermatogonial" and "meiotic/post-meiotic" expression clusters.

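The transcription factor gene Tcf23 was lower in isolated spermatogonia (n = 6) than in stage I testes (n = 5). So were Igfbp7, Ghr2 and Tgfbr3, which the paper places in Leydig cells, and Igfbp7 in the endothelium of vessels as well. The decrease was 2.11 log2 units for Tcf23 (SE 0.2, adjusted p = 2.7e-10), 1.54 for Igfbp7 (SE 0.23, adjusted p = 2.6e-06), 0.66 for Ghr2 (SE 0.12, adjusted p = 6.5e-05) and 1.03 for Tgfbr3 (SE 0.17, adjusted p = 1.7e-05). From stage V (n = 4) to stage VIII (n = 3) Tcf23 rose from 8.69 ± 0.08 to 10.48 ± 0.39 and Igfbp7, which binds insulin-like growth factors, from 8.32 ± 0.08 to 10.33 ± 0.22. The growth hormone receptor gene Ghr2 rose by 0.9 (SE 0.15, adjusted p = 1.2e-05) and the betaglycan gene Tgfbr3 by 1.74 (SE 0.22, adjusted p = 5.8e-08). Between stages I and V Tcf23, Ghr2 and Tgfbr3 fell by 1.14, 0.79 and 1.07 (SE 0.22, 0.13 and 0.19, adjusted p = 1.1e-04, 1.7e-05 and 3.4e-05). Igfbp7 fell by 0.68 (adjusted p = 0.04), which did not pass without any 1 of stage I replicates 2 to 5 and stage V replicates 2 to 4 (-0.54, adjusted p = 0.12 without stage I replicate 3 or 4). Stage I replicate 1 had 7.55 for Igfbp7 against 9.14 to 9.59 on the others, and without it the change was -1.04 (adjusted p = 6.0e-05). Against stage I, stage VIII was higher by 1.33 for Igfbp7, 0.66 for Tcf23 and 0.67 for Tgfbr3 (SE 0.28, 0.24 and 0.21, adjusted p = 4.3e-04, 0.04 and 0.01), and Ghr2 did not pass (0.11, adjusted p = 0.63). These rises did not pass without any 1 of stage I replicates 1, 2 and 5 and stage VIII replicates 2 and 3 for Tcf23 (0.45, adjusted p = 0.26 without stage VIII replicate 2), nor without stage I replicate 1 or stage VIII replicate 1 for Tgfbr3 (0.48 and 0.58, adjusted p = 0.06 and 0.08). Ghr2 and Tgfbr3 were under background in stage V, and all 4 genes in spermatogonia. With signals under the array median raised to it the decreases in spermatogonia were 1.63 for Tcf23, 0.96 for Igfbp7, 0.21 for Ghr2 and 0.36 for Tgfbr3, the falls in stage V were 0.21 for Ghr2 and 0.36 for Tgfbr3, and their rises at spawning were 0.32 and 0.89. These 4 genes were picked from the study's own clusters on these samples and are not independent evidence.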

**Figure 8:**
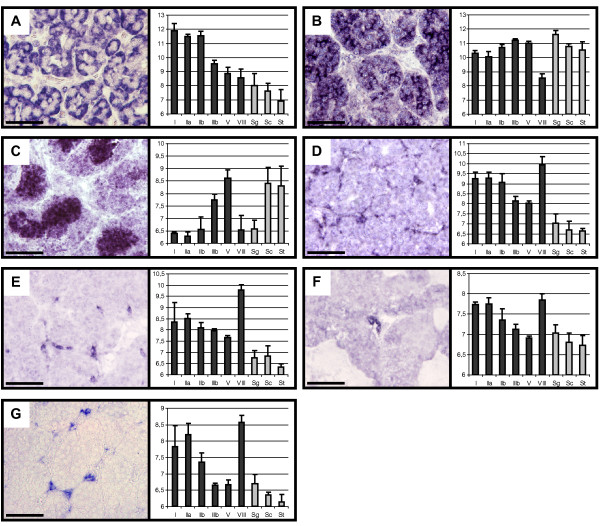
**Expression localisation of candidate genes**. *In Situ *Hybridization was performed on paraformaldehyde-fixed and paraffin-embedded trout testes using digoxigenin-labelled probes and NBT/BCIP for revelation. Scale bars indicate 50 μm. For each gene the corresponding expression signals (Log-2 transformed) as measured by microarrays are depicted. (A) Characteristic Sertoli cell staining for Amh (clone tcay0040.e.21) in immature trout testes. (B) Staining of spermatogonia for Ddx4 (clone 1RT40G14_C_D07) in stage II testes. (C) Detection of Txdnc6 (clone tcaa0002.a.02) in stage V testes spermatocytes and spermatids. (D) Expression of Tcf23 in peritubular cells (clone tcbk0026.d.10) as revealed in stage II testes. (E) Staining for Igfbp7 (clone tcbk0016.d.20) in Leydig cells from stage II testes. (F) Detection of Ghr2 (clone 1RT91I23_A_E12) in Leydig cells of stage VIII testes. (G) Tgfbr3 (clone tcbk0046.o.19) in Leydig cells of stage III testes.

## Discussion

We have already applied preliminary large scale expression profiling (i.e., using 1K macroarrays) with the aim of studying the underlying molecular mechanisms of testis development at the beginning of the trout reproductive cycle [20]. In the present study we have confirmed and considerably extended previous findings, firstly by increasing the number of genes covered by the microarray, but also by refining the samples analysed, the gene annotation and the data-mining procedures. The use of testes at various developmental stages highlighted several gene activation or repression patterns throughout the reproductive cycle. In addition, using isolated germ cell populations we were further able to distinguish between somatic cell expression clusters and those corresponding to proliferating and differentiating germ cells. The identification of somatic genes was also reinforced by the use of spawning testes. Indeed, due to a dilution-effect resulting from the accumulation of germ cells, somatic gene expression decreased in maturing testes. On the contrary, in stage VIII gonads, where no more transcriptionnally active germ cells reside apart from a few spermatogonial stem cells, somatic genes are not diluted anymore. Moreover, this stage highlights somatic genes that undergo specific regulation as testes mature: low expression in stage VIII predicts their down regulation while high expression in stage VIII predicts their up regulation. We have thus reported the accurate spatio-temporal expression patterns for hundreds of testicular transcripts associated with the mitotic, meiotic and post-meiotic phases of germ cell development as well as with the somatic compartment of maturing testes in trout.

The establishment and description of transcriptomes underlying spermatogenesis have been mainly limited to a few mammalian species, especially in mice, rats and humans [21]. The broadening of such approaches to other vertebrates is important if we are to uncover the different regulatory pathways triggering tubular development, spermatogonial stem cell self-renewal, rapid proliferation and further differentiation of latter germ cells. In this respect, the cyclical and progressive features of trout spermatogenesis make it an original and interesting model for studying hormonal cues and paracrine communications sustaining germ cell development. In comparison to mammals where Sertoli cells sustain several generations of germ cells at the same time, the cystic organization and synchronous development of germ cell clones indeed make the trout testes a convenient way of studying cellular communications involved in the specific steps of spermatogenesis. The present dataset is likely to be of great utility in studying and identifying such networks. An important step forward will then be to understand how these networks are regulated and what factors (such as sexual steroids or other hormones) are responsible for the different expression profiles we have identified.

To gain a functional insight into the genes undergoing differential expression during the spermatogenetic process we undertook a sophisticated annotation procedure of trout clone cDNAs. This step is of particular importance when studying species such as trout for which the genome is not available and only little information exists in public databases (e.g. only 861 RefSeq entries in NCBI release 34 and 1920 entries in UniProtKB release 15.0 for *Oncorhynchus mykiss*). The starting point of our procedure was the use of expressed sequence tags (ESTs) instead of EST contigs that could lead to irrelevant annotations resulting from assembling errors. The high sequence coverage of trout clones, i.e. an average of 2.18 ESTs per clone, allowed us to map most of the corresponding transcripts on the genome of a closely related organism. For instance, up to 90% of the trout clones were linked to a potential fish orthologous gene in at least one of the 4 fish genomes. When this first mapping step was achieved, the use of mammalian orthologs and associated GO terms as provided by the Ensembl database allowed us to improve the somehow poor annotation of fish genomes. We believe that this annotation pipeline is more accurate than directly mapping trout sequences onto phylogenetically distant species and that such a strategy should be used in non-model species for which few genomic resources exist. As a matter of fact, the different expression patterns we conferred to the somatic compartment of the testis, the proliferation phase of germ cells or their subsequent differentiation, were consistently associated with annotations that are in agreement with what we know about these different testicular cell types and their biology. This further validated the biological significance and our interpretation of identified expression clusters. Obviously, some of the inferred orthologs and ontologies may still be erroneous, due to either partial, supernumerary duplications in fish genomes [22,23] or simply incorrect orthological relationships and annotations provided by the Ensembl database. Furthermore, even for accurately annotated and true orthologous genes, the biological processes they are involved in may differ from one organism to another. However, the use of statistical tests to investigate the content of expression clusters bypasses these issues by highlighting only relevant, either enriched or depleted, GO terms.

The search for mammalian trout gene orthologs was also carried out with the aim of comparing underlying expression programs in testis development and spermatogenesis in fish and mice. Genes that exhibit similar expression patterns in different species are very likely to play key roles in a given process. Their expression conservation indeed suggests that evolutionary forces act strongly on promoter regulatory regions and corresponding transcriptional regulators so that the encoded proteins achieve their functions both in a specific cell type and at a precise developmental stage. By comparing trout and mouse expression data we were able to identify genes not only expressed in the testes of both species but that display similar developmental expression patterns. These included genes more likely to be expressed in the germline and that tend to accumulate during the course of the spermatogenetic process, but also somatic genes that exhibit decreasing expression from puberty onwards as a consequence of their relative dilution. Here again the annotation was of great importance to compare expression profiles of accurate pairs of genes. From this point of view, it is important to note that the subgroup of correlated genes contained a number of genes with one-to-many or many-to-many orthologous relationships. Whereas this category of orthologs may lead to false correlated genes is still a possibility. We also believe that for such ambiguous sequence-based orthologs, expression conservation is a relevant way of identifying true orthologs at a functional level. The complement of conserved genes we have reported here is therefore likely to contain key factors fulfilling important functions during spermatogenesis that have been maintained throughout evolution and deserve special attention. On the other hand, the absence of correlation observed for a number of genes may underscore original pathways that may account for specific regulations in each species. It could also reflect species-specific features of spermatogenesis such as morphological organization and spatio-temporal development of the testis, and may thus represent molecular events that are difficult to detect or to observe in other species. However, it remains hard to distinguish between genes exhibiting true diverging expression profiles from discrepancies due to either wrong orthological relationships or artefacts due to the different technologies used to produce the two datasets.

Whereas several aspects of spermatogenesis such as events associated with meiosis and spermiogenesis are well conserved across species, testis organization and biology differ on certain points between amniote (reptiles, birds, mammals) and anamniote (fishes and amphibians) vertebrates [8]. Importantly, the number of spermatogonial generations, i.e. the number of mitoses spermatogonia undergo before meiosis, and the signalling regulating their differentiation is more specific to each species. In teleost fish testes, the molecular mechanisms triggering testis maturation are still poorly understood. A few growth factors that are produced by Sertoli cells and regulate germ cell proliferation and fate have however been identified. These include the TGF family members activin [24], anti-Müllerian hormone (AMH) [25] and gonadal soma-derived factor (GSDF) [26], as well as an ortholog of the platelet-derived endothelial cell growth factor (PD-ECGF) [27]. Importantly, Amh expression was found to be inhibited by 11-ketotestosterone, a teleost fish-specific androgen, and this steroid-mediated suppression of AMH action was sufficient to allow full completion of spermatogenesis in the eel [25]. This led AMH to be considered as a spermatogenesis-preventing substance and suggested that the initiation of meiosis in fish may occur through the suppression of an inhibitory activity rather than direct activation. In this regard, the cluster of somatic genes exhibiting apparent down regulation during the reproductive cycle, which includes the Amh and Inhba genes themselves, is of peculiar interest (cluster B). In an attempt to discover further factors that may sustain testicular maturation and could regulate spermatogonial cell proliferation and the onset of meiosis, we focused on those genes encoding extracelullar and transcription factors within the somatic expression clusters. In addition to the aforementioned genes Amh and Inhba, several well-known genes with important implications in testis development or spermatogenesis could be found: Dmrt1 and Sox9a are orthologs of mouse genes expressed in Sertoli cells and encode key transcription factors for testis differentiation [28,29]; Etv5 encodes a transcription factor, ERM, of which the expression in adult Sertoli cells controls spermatogonial stem cell self-renewal in mice [30]; Inha encodes a TGF family member that inhibits spermatogonia proliferation [31] and FSH production by the pituitary gland through a negative regulatory loop. Furthermore, we investigated the expression of previously uncharacterized factors in trout testes. Ghr2 encodes an isoform of the growth hormone (GH) receptor and was found to be expressed in Leydig cells. This localization is consistent with our finding that GH regulates steroidogenesis around spawning [12,32]. This factor could also take part in the local production of Insulin-like Growth Factor 1 (IGF1), which in turn might regulate the proliferation and/or differentiation of spermatogonia as previously proposed [33-35]. In addition, we have demonstrated that Igfbp7, which encodes an IGF-binding protein, is expressed in Leydig cells. This factor could therefore control the availability of other secreted factors and thus modulate germ cell proliferation. IGFBP7 is indeed a strong growth suppressor that can bind IGF1 and IGF2 as well as activin [36,37]. Furthermore, IGFBP7 was shown to inhibit activin-enhanced FSH-stimulated expression of Cyp19a1 and to suppress estradiol production in rat granula cells [38]. This suggests that IGFBP7 could similarly control the local production of steroids in the testis.

The large number of differentially-expressed genes we have reported here, i.e. almost 46% of the genes analysed, is most likely to reflect the important changes in cellular composition throughout spermatogenesis and the wide variety of underlying molecular and cellular functions in this process. In particular, germ cells undergo an extraordinary cellular differentiation process and fulfil unique functions in the organism. Their expression program therefore significantly differs from that of somatic cells and notably involves the expression of many testis specific gene products. To address this issue in trout, we used expression data from 5 non-testicular tissues to identify transcripts only detected in the testes or the gonads. Not surprisingly, most of these genes were expressed within the germline, especially in the meiotic and post-meiotic germ cells. However, a few of them were also found in somatic expression clusters, notably including Dmrt1 and Lhgcr, and may be involved in original pathways leading to successful sustaining of germ cell development. We investigated the expression of such a gene, Tgfbr3, and found it was expressed in Leydig cells. Tgfbr3 encodes the Transforming growth factor (TGF)-beta receptor type III (TGFBR3 or betaglycan), which orchestrates the TGF-beta superfamily signalling by binding both BMP and TGF-beta members [39]. Notably, TGFBR3 was shown to function as an inhibin co-receptor with activin receptor type II (ActRII) and to mediate functional antagonism of activin signalling by conferring inhibin sensitivity [40]. Betaglycan might thus play an important role within the testis in regulating paracrine actions of activin and inhibin produced in response to gonadotropes. We also demonstrated that Tcf23, a gene detected only in gonads from both sexes, was expressed by peritubular cells. Tcf23 encodes the basic helix-loop-helix factor TCF23 (also called OUT), a transcriptional repressor involved in myoblast differentiation in mammals [41], for which expression in testicular contractile cells is thus relevant. Tissue-specific expression is often correlated with important physiological roles for a gene in that tissue and the testis and gonad specific genes we identified may have important implications during spermatogenesis or testis development. Besides, these testis-specific genes are also of great interest to identify common cis DNA regulatory elements responsible for their restricted expression in the male gonad.

## Conclusion

In this study we investigated the underlying expression program in trout testis development and spermatogenesis using cDNA microarrays. In addition to genes preferentially expressed in germ cells at each differentiation stage, our expression profiling analysis has revealed several distinct somatic gene expression clusters that may sustain germ cell survival and testis maturation throughout the male reproductive cycle. Furthermore, to point out and provide the community with the most promising and important genes, we identified potential trout testis-specific genes as well as evolutionary-conserved genes involved in spermatogenesis in vertebrates. In addition to the accurate annotation of trout genes represented on the microarray, our dataset represents a valuable and solid base for further investigating the molecular mechanisms involved in testis differentiation and the onset of spermatogenesis in fish.

## Methods

### Animals and sampling

Male rainbow trout (*Oncorhynchus mykiss*) were obtained from the INRA experimental fish farm (Drennec, France) where they were maintained under natural conditions of light and photoperiod at 10°C under constant photoperiod. Experimental research on animal reported here was performed in conformity with the principles for the use and care of laboratory animals in compliance with French and European regulations on animal welfare. Furthermore experimenters were delivered an authorization given by the French "Direction des Services Vétérinaires" to conduct or supervise experimentations on live animals. Sampling was performed at several times throughout the complete annual reproductive cycle (see below). Testes were recovered, weighed to determine the gonadosomatic index (GSI) and tissue were rapidly immersed in paraformaldehyde or Bouin's solution for further histological analyses, or frozen until RNA extraction. Accurate determination of testicular developmental stages was achieved by combining histological analysis of Bouin's solution fixed samples (on the basis of the most differentiated germ cell type present in the gonad) and GSI, as previously described in details [12,42].

The samples retained for the microarray experiment included: - testes in early immature stages (February-March) containing either exclusively slowly-dividing type A spermatogonia (Stage I, n = 5); - rare (Stages IIa, n = 4) or growing numbers (Stage IIb, n = 4) of actively-dividing type B spermatogonia - testes in early maturation stages (April-May) also containing large numbers of meiotic spermatocytes (Stage IIIb, n = 3) and post-meiotic spermatids (Stage V, n = 4) - finally, fully mature spawning testes producing milt (October) and containing essentially mature spermatozoa (stage VIII, n = 3).

### Germ cell isolation

Germ cell isolation procedures were adapted from previously described protocols [43]. Briefly, pooled testes from immature males (stages I-II) or from individuals in early maturation staging (stages III-IV) animals were minced into small pieces and digested using collagenase (2.2 mg/ml) in Ca2+ free Hank's medium for 6 hours at 12°C, under gentle agitation. Cell suspensions were rinsed in L15 medium and gently shaken overnight in L15 medium with 1% BSA. Cell suspensions were allowed to sediment, the supernatants were discarded and the cell pellets were gently homogenized in L15 medium with 1% BSA using a Dounce homogenizer. The resulting cell suspensions were filtered through nylon gauze (150 μm pore size) and subjected to an additional homogenization in a Dounce homogenizer. The cell suspensions were filtered again using nylon gauze (50 and 20 μm pore sizes) and pelleted by centrifugation at 50 g for 10 and 5 minutes. The cell pellets were resuspended in L15 medium with 1% BSA, loaded onto 90% percoll gradients and centrifuged for 40 min at 500 g and 5 min at 50 g. The upper floating layers were recovered, rinsed in L15 medium with 1% BSA and filtered using nylon gauzes (20 μm pore size) prior to centrifugal elutriation (JE5 Beckman Instruments). Cell separation was performed at constant rotation speed (2000 rpm) and increasing flow rates (6.6, 7.8, 8.6, 9.5, 10.5, 13.5, 13-15.1, 19 and 21 ml/min) in L15 media with 1% BSA. Collected fractions were rinsed and pelleted. An aliquot was transferred in Trizol reagent and stored at -80°C for RNA extraction and transcriptome analysis (see below). An aliquot of each fraction was also used for microscopic observation after fixation in Bouin's solution, double inclusion in agar then parrafin, 4 μm sectioning and trichrome coloration. Spermatogonia-enriched samples (n = 6) were obtained by pooling 19 and 21 ml/min elutriation fractions obtained from immature fish. They contained 30 to 90% type-A spermatogonia and 70 to 0% type-A and type-B spermatogonia, and included less than 10% Sertoli cells. Spermatocyte-enriched samples (n = 6) correspond to 8.6 - 9.5 ml/min fractions obtained from mature gonads. They contained ≥70% primary spermatocytes, contaminated with B spermatogonia or secondary spermatocytes. Spermatid-enriched samples (n = 3) correspond to 6.6 and 7.8 ml/min pooled elutriation fractions and contained ≥90% post meiotic cells.

### cDNA microarray experiment

#### cDNA microarray construction

cDNA microarrays were generated using CRB GADIE http://www-crb.jouy.inra.fr/ as previously described [44]. Briefly, 9023 rainbow trout cDNA clones from pooled-tissue libraries [45,46] were amplified by PCR using vector-specific primers. PCR products were evaporated, resuspended in water and spotted onto nylon membranes (7.6 × 2.6 cm; Nybond-N+, Amersham Biosciences) using a Biorobotics MicroGrid-II arrayer (Genomics Solution). Spotted membranes were then denatured (150 mM NaOH, 1.5 M NaCl), neutralised (1 M Tris-HCl, pH 7.5, 1.5 M NaCl), washed (2× SSC) and fixed (80°C for 2 hours, UV 120000 μJ).

#### RNA extraction and cDNA target synthesis

Total RNA was extracted from either entire gonads or isolated germ cells using Trizol reagent (Invitrogen), quantified on a NanoDrop ND-1000 (Thermo Scientific) and quality-controlled on a Bioanalyser 2100 (Agilent). For cDNA target labelling, 5 μg of RNA were reverse-transcribed for 2 hours at 42°C in presence of radiolabelled dNTP (30 μCi [alpha-33P] dCTP, 120 μM dCTP and 20 mM dATP, dTTP and dGTP) using an oligo(dT) primer and 400 units of Superscript II reverse transcriptase (Invitrogen) in a total volume of 46 μl. RNA was degraded at 68°C for 30 min with 1 μl of 10% SDS, 1 μl of 0.5 M EDTA and 3 μl of 3 M NaOH. The reaction was then equilibrated (room temperature, 15 minutes) and neutralised (10 μl of 1 M Tris-HCI and 3 μl of 2 N HCl).

#### Microarray hybridization and raw data production

Prehybridization of microarrays was performed in a hybridization buffer (5× Denhardt's, 5× SSC, 0.5% SDS) at 65°C for 4 hours. Labelled cDNA targets were denatured at 95°C for 5 minutes and incubated with microarrays for 48 hours at 65°C in the same buffer. Microarrays were then washed three times for 1 hour at 68°C (0.1× SSC, 0.2% SDS) prior to exposure to phosphor-imaging plates for 65 hours. Plates were finally scanned using a FUJI BAS 500 and signal acquisition was performed using BZscan software [47]. Each microarray was also hybridized (but at 42°C) with a 33P-labelled oligonucleotide (TAATACGACTCACTATAGGG) that recognizes a vector sequence in every PCR product to quantify the amount of cDNA present in each spot.

#### Normalisation procedure

Raw expression data were first corrected for the amount of spotted cDNA by dividing the sample signal of each spot by its corresponding vector signal (Si/Vi) [48]. This procedure is efficient in correcting between-array spotting differences but also simultaneously biased results relative to gene expression levels: sample signals corresponding to low vector signals are indeed artificially increased in comparison to those with high vector signals which are minimized. To avoid this bias, the corrected sample signal of each spot was further multiplied by the median vector signal of this same spot on all the arrays ((Si/Vi) × medVi). Expression values were then Log-2-transformed and subjected to a quantile-quantile normalisation [49] using AMEN software http://sourceforge.net/projects/amen/[50]. Raw data as well as a normalised expression files are available on the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/; GSE16029).

#### Statistical and cluster analyses

Overall similarities in gene expression across all samples were first computed by means of supervised hierarchical clustering using Cluster (uncentered correlation, average linkage) and the corresponding dendogram was generated using TreeView [51].

Non-informative clones for which the quantity of cDNA spotted was too low (oligonucleotide signal < 3 times the background level in more than 20% of samples) were removed prior to statistical analyses. A permutation test (F's statistic, FDR ≤5‰) was used to identify differentially-expressed transcripts during spermatogenesis by comparing all sample groups to each other (Stage I, n = 5; stage IIa, n = 4; stage IIb, n = 4; stage IIIb, n = 3; stage V, n = 4; stage VIII, n = 3; spermatogonia, n = 6; spermatocyte, n = 6; and spermatid, n = 3) as previously described [19,52] using AMEN software. Highly differentially-expressed genes were selected on the basis of their standard deviation (SD ≥ 0.4) from the median expression of selected samples (Stages I, IIIb, V, VIII, spermatogonia, spermatocytes and spermatids). Differentially-expressed transcripts were subjected to the PAM clustering algorithm using AMEN software and grouped into 9 expression clusters according to both developmental stages and isolated germ cell fractions. PAM algorithm was performed using "standardized" signal intensities, so that genes were classified according to their relative expression profile. However for heatmap representations, "non-standardized" signals were used to range genes according to their expression level within each cluster using the hierarchical classification algorithm. This heatmap representation is more informative as it accounts for the range of dynamic expression of genes as well as for their co-regulation.

#### Tissue-profiling analysis

Expression data corresponding to normal adult ovary, liver, muscle, gill and brain samples hybridized on the same microarray platform were corrected as described above. All expression files were then merged and subjected to a quantile-quantile normalization step. The median cell type and tissue replicate expression values were computed and an empirical approach was used to identify preferentially-expressed transcripts in each tissue. A transcript was considered expressed predominantly in a given tissue if its normalized expression signal was in the 25% highest (≥3^rd ^quartile) and in the 50% lowest (< median) in all other tissues. Of note is that the median signal intensity of a microarray is a commonly accepted estimation of the background and that expression signals under this value can thus be considered as not expressed or at least not detected.

### Functional data mining

#### Trout cDNA annotation strategy

All 20008 ESTs corresponding to the 9023 clones used for the microarray were obtained http://www.sigenae.org and mapped on the masked genome (RepeatMasker program) of 4 model fish species (Danio rerio, Gasterosteus aculeatus, Orizias latipes and Takifugu rubripes) using the BLAT algorithm [53] in RNA, DNA, translated RNA and translated DNA modes (minimal score ≥30 and identity ≥60%). For each EST, the best matches (best score plus scores ≥0.95* [best score]) on each genome were retained (Additional file 8). Each match was further associated with exonic, intronic or intergenic regions of existing genes (Ensembl gene ID) using the "ensGene.txt" file provided by the UCSC Genome Browser http://genome.ucsc.edu/[54,55]. The corresponding Ensembl protein family ID and the Ensembl gene IDs of Fish orthologs were also extracted using the Ensembl BioMart (version 52; http://www.ensembl.org/index.html; [56,57]). The genes matched by each EST in the 4 fish species were then compared and the number of times that orthologous genes or genes from the same protein family were found was counted (Confidence index "n" in additional file 1). Each clone was then annotated with the EST exhibiting the highest confidence index "n". For these genes, the corresponding gene name, description, and their mouse, rat and human orthologs were also extracted from the Ensembl database. Only clones for which the retained EST exhibited a confidence index "n" ≥2 or that matched at a distance of ≤500 base pairs from a predicted Ensembl gene with a BLAT score ≥50 were further considered (Annotation status labelled "confident" in additional file 1).

#### GeneOntology term analysis

GO terms ("biological process", "molecular function" and "cellular component") associated with all retained Ensembl genes as well as their fish, rat, mouse and human orthologs were extracted using the Ensembl BioMart (Ensembl version 52) and associated with the corresponding trout clones. Functional mining of expression clusters was then performed by searching for overrepresented GO terms (Gaussian hypergeometric test) in comparison with the whole set of well-measured genes using AMEN software. To avoid gene redundancy and as the search for trout orthologs was performed in 4 different species, only one Ensembl gene ID was returned for each clone, using the following order of preference depending on the information available for the species: Gasteosteus aculeatus, Danio rerio, Oryzias latipes or Takifugu rubripes. Ambiguously annotated clones for which the corresponding EST mapped several genes were not considered. GO terms were considered as overrepresented when the p-value was ≤10^-6 ^and ≥3 non-redundant genes bearing this term were found within the corresponding cluster. To avoid redundancy between closely related terms an Ontology Specific Information Rate (OSIR [50] cut-off of ≥0.95 was selected).

### Cross-species comparison

For each fish Ensembl gene ID, the mouse ortholog Ensembl gene ID(s) and corresponding Affymetrix GeneChip probeset(s) (Mouse Genome 430 2.0 Array) were extracted from the Ensembl database (version 52; Additional file 1). Mouse data for postpartum testis development (GEO repository: GSE12769) and isolated testicular cells [19](ArrayExpress repository: E-TABM-130) were downloaded and pre-processed using the RMA normalization module with AMEN software. Sample replicates were averaged and the following filtration procedure was applied: Mouse genes with significant testicular expression levels (Signal ≥ background expression cut-off (overall dataset median)) in at least one developmental stage and orthologous to trout differentially-expressed genes were first selected. Among them, genes exhibiting highly similar expression patterns (correlation coefficient ≥0.8) between trout (developmental stage I, IIb, IIIb and V) and mouse (day postpartum 0, 8, 18 and 30) were then selected.

### *In situ *hybridisation

Bacterial clones were obtained from the CRB GADIE resource centre (Jouy-en-Josas, France) or the USDA (Washington D.C., USA): tcay0040.e.21 (Amh), 1RT40G14_C_D07 (Ddx4), tcaa0002.a.02 (Txndc6), tcbk0026.d.10 (Tcf23), tcbk0016.d.20 (Igfbp7), 1RT91I23_A_E12 (Ghr2) and tcbk0046.o.19 (Tgfbr3). Briefly, clones were grown in LB-ampicillin medium, plasmids were extracted and cDNA inserts were amplified by PCR using vector-specific primers. PCR products were purified and used as templates for digoxigenin (DIG)-labeled probe synthesis using the Riboprobe^® ^Combination system - T3/T7 RNA polymerase (Promega).

*In Situ *Hybridization experiments were performed on 5 μm sections of paraformaldehyde-fixed and paraffin-embedded trout testes. After dewaxing and rehydration, all the following steps were performed using the InsituPro VS automate (Intavis Bioanalytic Instruments). Briefly, sections were post-fixed (paraformaldehyde 4%, 20 min), permeated for 20 min at 37°C with 1 μg/mL Proteinase K, for 10 min in 50 mM glycine and post-fixed again (paraformaldehyde 4%, 10 min). Slides were then pre-hybridized for 2 hours at 60°C (formamid 50%, 2× SSC, 1× Denhardt, dextran sulfate 10% and yeast tRNA at 250 μg/mL) and hybridized for 12 hours at 60°C with 2 ng/μL of DIG-labeled cRNA probes in the same buffer. After hybridization, the sections were treated for 30 min at 37°C with RNase (10 μg/mL in 2× SSC), washed successively at 37°C in 2× and 0.1× SSC, coated for 40 min in 2% sheep serum and incubated for 2 hours with alkaline phosphatase-conjugated anti-DIG antibody (Roche Applied Science; 1:1000) in 2% sheep serum. Slides were finally rinsed, revealed for 12 hours with NBT/BCIP and mounted in Mowiol solution.

## Authors' contributions

ADR, JJL, RH, FC and FLG designed research; ADR, ASG, JM, MJR, DE, KH performed research; ADR, JM, RH, FC and FLG analyzed data; and ADR and FLG wrote the manuscript. All authors have read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Differentially-expressed genes during trout spermatogenesis**. A searchable excel file containing normalized expression data (Log-2 transformed), annotations, and information about "Expression cluster" (A to I), "Tissue-profiling" ("Testis" and "Gonad") and "Expression conservation" with mouse ("Not detected", "Expressed" or "Correlated") for all differentially-expressed trout clones. Annotation information provided contains the "Clone Name", the annotation status ("None", "Not confident", "Confident"), the "EST Name" retained for annotation, the corresponding "BLAT Score", "Matching type" ("Exonic", "Intronic" or "Intergenic"), the "Overlapping length" (base pairs; if < 0 corresponds to the distance from the closest gene) and the confidence index "n", the "original matched Ensembl gene ID", the corresponding "Gene Symbol" and "Description", the "Fish ortholog Ensembl gene IDs" and "Fish ortholog descriptions", the "Non redundant ID" (Ensembl Gene ID of fish orthologs according to the following species availability: Gasteosteus aculeatus, Danio rerio, Oryzias latipes or Takifugu rubripes), the "Mammalian ortholog Ensembl gene IDs" (for human, mouse and rat), the "Mammalian ortholog gene symbols" and "Mammalian ortholog gene descriptions" and the corresponding mouse "Affymetrix ProbeSets". Click here for file

Additional file 2 **qPCR validation of microarray expression profiles**. Total RNAs (2 μg, DNAse-treated) were submitted to reverse-transcription (RT) using random hexamer primers and MMLV reverse transcriptase for 2 hours at 37°C. Real-time PCR assays were performed on the StepOne™ Real-Time PCR System (Applied Biosystems) using 1:120 diluted RT products and the Fast SYBR^® ^Green Master Mix (Applied Biosystems). The amplification program consisted of an initial denaturation at 95°C for 20 seconds; 40 cycles of 95°C for 3 seconds, 60°C for 30 seconds; and a final progressive increase of temperature (From 65°C to 90°C, 0.5°C/second) for melting curve analysis. Cycle threshold (Ct) was manually setup and relative expression levels were normalised using an empirically designed reference gene, Rps15 (clone 1RT58B15_B_A08). Efficiency (95-105%) of PCR amplification was verified using serial dilutions of pooled RT products and the melting curve analysis was performed at the end of each real time PCR assay to control for specificity. Stage effects were determined using a non-parametric ANOVA (Kruskall-Wallis test). Forward (FW) and reverse (RV) primers were as follows: Amh (FW-GGGAATAACCATGCTATCCTGCTTAA; RV-CTCCACCACCTTGAGGTCCTCATAGT), Dmrt1 (FW-GGACACCTCCTACTACAACTTCTA; RV-GTTCGGCATCTGGTATTGTTGGT), Rps15 (FW-CCTGGGGGAGTTCTCTATCACCT; RV-GGGATGAAACGGGAAGAATGTGT), Slc26a4 (FW-CGGCACAAACATATACAGGAA; CCACCGTGACTCTCAATCGTTCT), Sox9a (FW-GTATTTCCAGTTCTTTCAGCCA; RV-TTTGCTATCTAGTTGTGTACGG), Sox9b (FW-AGCAGCAGTTGGATTCTAAAGTC; RV-ACACTTCTCCTGTTCGTCTG), Tbx1 (FW-CTTCGGCTACTAGTGCTGTGGAA; RV-CAACCTCCCAACCTTCTAACCTC). Roman numerals (I-VIII) indicate testicular developmental stages. GA and GB = type A and type B spermatogonia, repsectively; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities from microarrays are also shown (Mean+-SD, left panels). Click here for file

Additional file 3 **Functional mining ("molecular function" and "cellular component") of trout spermatogenetic clusters**. Over-represented "molecular function" and "cellular component" terms from the GeneOntology (GO) were identified in the 9 expression clusters shown in Figures 2 and 3 (A-I). Rectangles indicate the observed (left) and expected (right) numbers of genes bearing the corresponding GO term whereas the number of genes exhibiting this GO term on the entire microarray is given on the left. Only GO terms with a p-value ≤ 10^-6 ^and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched. To avoid redundancy between closely related terms an Ontology Specific Information Rate (OSIR) cut-off ≥0.95 was selected. Numbers in bold indicate a statistical enrichment for a given GO term according to the scale bar. Click here for file

Additional file 4 **Enriched GO terms associated with trout spermatogenesis expression clusters**. An Excel file containing all enriched GeneOntology terms ("Biological process", "Molecular function" and "Cellular process") for the 9 clusters shown in Figures 2 and 3. Only GO terms with a p-value ≤ 10^-6 ^and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched, as previously mentioned. A low Ontology Specific Information Rate (OSIR) cut-off ≥0.05 was selected to allow redundancy between closely related terms. Click here for file

Additional file 5 **Functional mining of trout spermatogenetic, evolutionary conserved and testis-specific expression clusters**. Enriched "biological process", "molecular function" and "cellular component" GeneOntology terms in "somatic" (Clusters A-D), "spermatogonial" (Clusters E and F) and "meiotic/pot-meiotic" (Clusters H-I) expression clusters as evidenced in 3 conditions: - genes differentially expressed during spematogenesis in trout; - subgroup of genes with correlated expression during mouse spermatogenesis; and - subgroup of genes exhibiting testis-specific expression. Rectangles indicate the observed (left) and expected (right) numbers of genes bearing the corresponding GO term whereas the number of genes exhibiting this GO term on the entire microarray is given on the left. Only GO terms with a p-value ≤ 10^-6 ^and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched. To avoid redundancy between closely related terms an Ontology Specific Information Rate (OSIR) cut-off ≥0.95 was selected. Numbers in bold indicate a statistical enrichment for a given GO term according to the scale bar. Click here for file

Additional file 6 **Enriched GO terms in trout spermatogenetic, evolutionary conserved and testis-specific expression clusters**. An Excel file containing all enriched GeneOntology terms ("biological process", "molecular function" and "cellular component") in "somatic" (Clusters A-D), "spermatogonial" (Clusters E and F) and "meiotic/pot-meiotic" (Clusters H-I) expression clusters as evidenced in 3 conditions: - genes differentially expressed during spematogenesis in trout; - subgroup of genes with correlated expression during mouse spermatogenesis; and - subgroup of genes exhibiting testis-specific expression. Only GO terms with a p-value ≤ 10^-6 ^and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched, as previously mentioned. A low Ontology Specific Information Rate (OSIR) cut-off ≥0.05 was selected to allow redundancy between closely related terms. Click here for file

Additional file 7 **Tissue-specific gene expression in trout**. Tissue-specific genes were identified on the basis of their high expression (average signal intensity ≥3^rd ^quartile) in at least one tissue (Testis, ovary, Liver, Muscle, Gill, or brain) and low or no expression (average signal intensity < median) in the 5 other tissues. Testis and Gonad specific genes are displayed according to 3 broad spermatogenesis expression clusters (i.e. somatic, spermatogonia and meiotic/post-meiotic). Log-2 transformed signal intensities are shown according to the scale bar. Click here for file

Additional file 8 **Trout clone annotation strategy**. An ideogram presenting the annotation strategy for annotating a trout cDNA clone. BLAT alignments were performed on the fish species genomes available at the UCSC Genome Browser http://genome.ucsc.edu/. Annotation was performed using the Ensembl database http://www.ensembl.org/index.html version 52. Click here for file

# Supplementary material for: Expression profiling of rainbow trout testis development identifies evolutionary conserved genes involved in spermatogenesis
**Source:** BMC Genomics. 2009 Nov 20;10:546. doi: 10.1186/1471-2164-10-546

Microarray profiles

Dmrt1
(Cluster A)

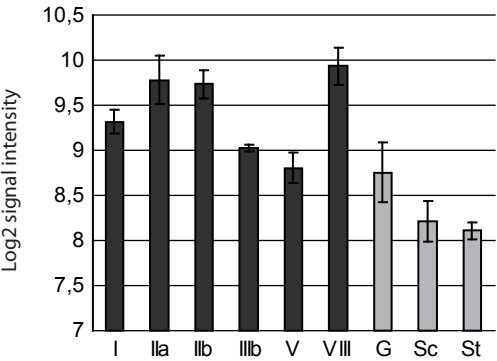

Amh
(Cluster B)

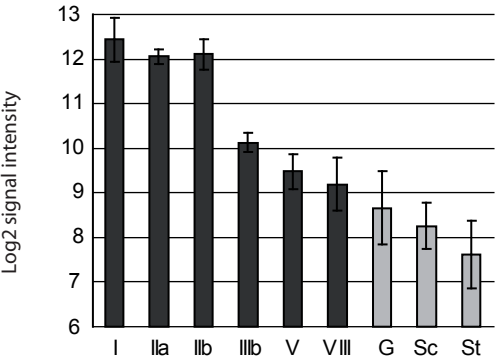

Tbx1
(Cluster B)

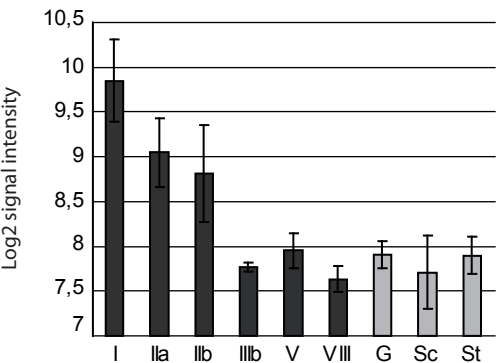

Sox9a
(Cluster C)

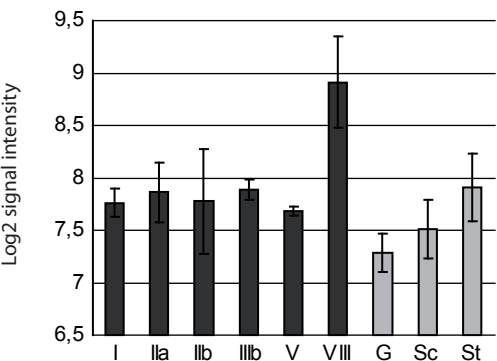

Slc26a4
(Cluster C)

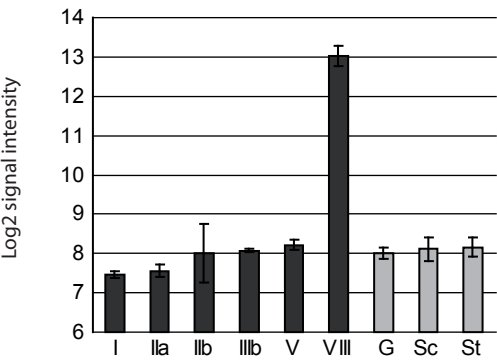

qPCR profiles

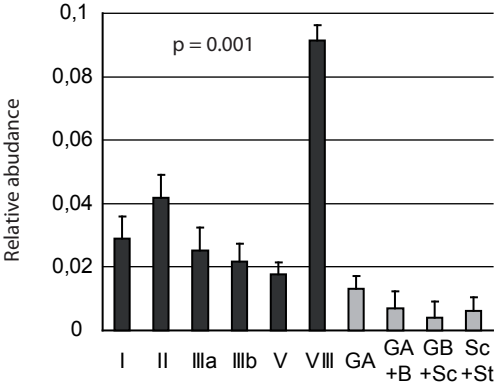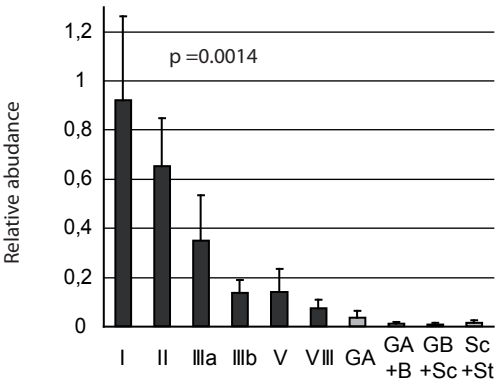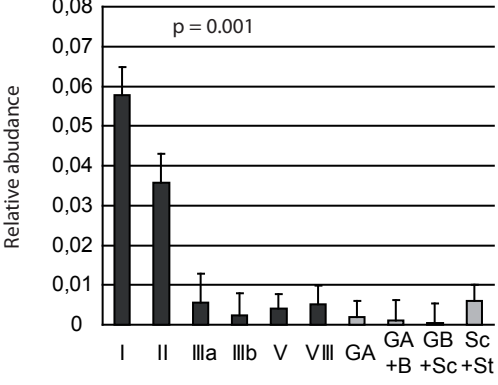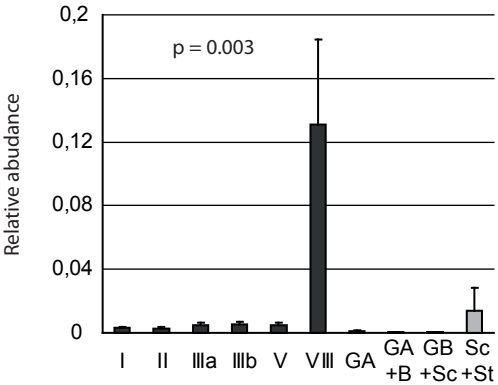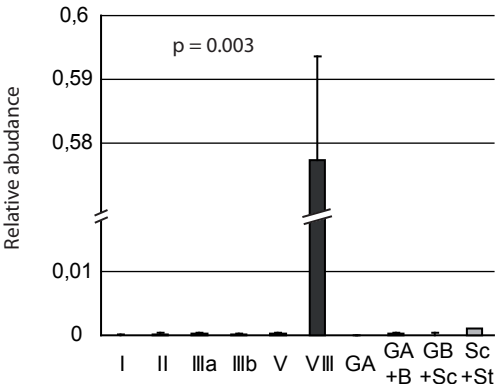

**Supplement:** Additional file 2 — qPCR validation of microarray expression profiles. Total RNAs (2 μg, DNAse-treated) were submitted to reverse-transcription (RT) using random hexamer primers and MMLV reverse transcriptase for 2 hours at 37°C. Real-time PCR assays were performed on the StepOne™ Real-Time PCR System (Applied Biosystems) using 1:120 diluted RT products and the Fast SYBR® Green Master Mix (Applied Biosystems). The amplification program consisted of an initial denaturation at 95°C for 20 seconds; 40 cycles of 95°C for 3 seconds, 60°C for 30 seconds; and a final progressive increase of temperature (From 65°C to 90°C, 0.5°C/second) for melting curve analysis. Cycle threshold (Ct) was manually setup and relative expression levels were normalised using an empirically designed reference gene, Rps15 (clone 1RT58B15_B_A08). Efficiency (95-105%) of PCR amplification was verified using serial dilutions of pooled RT products and the melting curve analysis was performed at the end of each real time PCR assay to control for specificity. Stage effects were determined using a non-parametric ANOVA (Kruskall-Wallis test). Forward (FW) and reverse (RV) primers were as follows: Amh (FW-GGGAATAACCATGCTATCCTGCTTAA; RV-CTCCACCACCTTGAGGTCCTCATAGT), Dmrt1 (FW-GGACACCTCCTACTACAACTTCTA; RV-GTTCGGCATCTGGTATTGTTGGT), Rps15 (FW-CCTGGGGGAGTTCTCTATCACCT; RV-GGGATGAAACGGGAAGAATGTGT), Slc26a4 (FW-CGGCACAAACATATACAGGAA; CCACCGTGACTCTCAATCGTTCT), Sox9a (FW-GTATTTCCAGTTCTTTCAGCCA; RV-TTTGCTATCTAGTTGTGTACGG), Sox9b (FW-AGCAGCAGTTGGATTCTAAAGTC; RV-ACACTTCTCCTGTTCGTCTG), Tbx1 (FW-CTTCGGCTACTAGTGCTGTGGAA; RV-CAACCTCCCAACCTTCTAACCTC). Roman numerals (I-VIII) indicate testicular developmental stages. GA and GB = type A and type B spermatogonia, repsectively; Sc = spermatocytes; St = spermatids. Log-2 transformed signal intensities from microarrays are also shown (Mean+-SD, left panels).

# Supplementary material for: Expression profiling of rainbow trout testis development identifies evolutionary conserved genes involved in spermatogenesis
**Source:** BMC Genomics. 2009 Nov 20;10:546. doi: 10.1186/1471-2164-10-546
**Supplement:** Additional file 5 — Functional mining of trout spermatogenetic, evolutionary conserved and testis-specific expression clusters. Enriched "biological process", "molecular function" and "cellular component" GeneOntology terms in "somatic" (Clusters A-D), "spermatogonial" (Clusters E and F) and "meiotic/pot-meiotic" (Clusters H-I) expression clusters as evidenced in 3 conditions: - genes differentially expressed during spematogenesis in trout; - subgroup of genes with correlated expression during mouse spermatogenesis; and - subgroup of genes exhibiting testis-specific expression. Rectangles indicate the observed (left) and expected (right) numbers of genes bearing the corresponding GO term whereas the number of genes exhibiting this GO term on the entire microarray is given on the left. Only GO terms with a p-value ≤ 10-6 and for which at least 3 non-redundant genes belonged to the cluster were considered as statistically-enriched. To avoid redundancy between closely related terms an Ontology Specific Information Rate (OSIR) cut-off ≥0.95 was selected. Numbers in bold indicate a statistical enrichment for a given GO term according to the scale bar.

Depleted 1		p-value		Enriched 1e-50		Differentially expressed in the trout			Correlated with mouse			Testis Specific			
		0.95	0.05			Somatic	Gonia	Meiotic/<br>p-meiotic	Somatic	Gonia	Meiotic/<br>p-meiotic	Somatic	Gonia	Meiotic/<br>p-meiotic	
Biological Process						4944	557	215	424	182	49	126	31	11	49
antigen processing and presentation						24	11 / 3	1 / 1	0 / 2	3 / 1	0 / 0	0 / 1	0 / 0	0 / 0	0 / 0
C21-steroid hormone metabolic process						10	6 / 1	1 / 0	1 / 1	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
positive regulation of cyclic nucleotide biosynthetic process						5	4 / 1	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
water homeostasis						3	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
glycosphingolipid catabolic process						3	3 / 0	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
cell-substrate junction assembly						3	3 / 0	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
oxygen transport						10	8 / 1	0 / 0	0 / 1	7 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
nitric oxide transport						4	4 / 1	0 / 0	0 / 0	4 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
skin morphogenesis						3	3 / 0	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
blood circulation						68	20 / 8	3 / 3	4 / 6	10 / 3	2 / 1	0 / 2	1 / 0	0 / 0	0 / 1
protein heterooligomerization						7	4 / 1	0 / 0	0 / 1	4 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
odontogenesis						16	6 / 2	0 / 1	0 / 1	6 / 1	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
erythrocyte maturation						8	4 / 1	1 / 0	0 / 1	4 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
cell junction assembly						6	4 / 1	0 / 0	0 / 1	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
transforming growth factor beta receptor signaling pathway						37	9 / 4	0 / 2	4 / 3	8 / 1	0 / 0	1 / 1	1 / 0	0 / 0	0 / 0
regulation of blood pressure						37	11 / 4	1 / 2	0 / 3	8 / 1	1 / 0	0 / 1	0 / 0	0 / 0	0 / 0
positive regulation of nitric oxide biosynthetic process						11	4 / 1	2 / 1	2 / 1	4 / 0	1 / 0	1 / 0	0 / 0	0 / 0	0 / 0
positive regulation of muscle contraction						7	3 / 1	0 / 0	1 / 1	3 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0
glucose catabolic process						51	16 / 6	1 / 2	4 / 4	9 / 2	0 / 1	1 / 1	0 / 0	0 / 0	0 / 1
collagen catabolic process						8	4 / 1	0 / 0	0 / 1	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
negative regulation of cellular protein metabolic process						45	13 / 5	2 / 2	7 / 4	8 / 2	0 / 0	1 / 1	0 / 0	0 / 0	0 / 0
negative regulation of cellular component organization						28	10 / 3	0 / 1	2 / 2	6 / 1	0 / 0	0 / 1	0 / 0	0 / 0	0 / 0
system development						765	124 / 86	20 / 33	52 / 66	51 / 28	6 / 8	20 / 20	9 / 5	0 / 2	5 / 8
nucleotide-excision repair, DNA gap filling						10	0 / 1	5 / 0	4 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
DNA replication initiation						24	0 / 3	8 / 1	3 / 2	0 / 1	1 / 0	0 / 1	0 / 0	0 / 0	0 / 0
somatic hypermutation of immunoglobulin genes						4	0 / 1	3 / 0	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
nuclear mRNA splicing, via spliceosome						98	4 / 11	18 / 4	11 / 8	2 / 4	3 / 1	1 / 3	1 / 1	1 / 0	1 / 1
DNA unwinding during replication						8	0 / 1	4 / 0	0 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
rRNA processing						62	1 / 7	11 / 3	4 / 5	0 / 2	2 / 1	1 / 2	0 / 0	1 / 0	0 / 1
response to unfolded protein						37	1 / 4	8 / 2	8 / 3	1 / 1	1 / 0	4 / 1	0 / 0	1 / 0	1 / 0
RNA transport						38	2 / 4	8 / 2	3 / 3	2 / 1	1 / 0	1 / 1	1 / 0	1 / 0	0 / 0
somatic recombination of immunoglobulin gene segments						7	1 / 1	3 / 0	0 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
base-excision repair						12	0 / 1	4 / 1	0 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
response to ionizing radiation						15	0 / 2	4 / 1	2 / 1	0 / 1	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0
response to UV						19	0 / 2	5 / 1	1 / 2	0 / 1	3 / 0	1 / 1	0 / 0	0 / 0	0 / 0
DNA-dependent DNA replication						47	0 / 5	15 / 2	6 / 4	0 / 2	4 / 1	0 / 1	0 / 0	0 / 0	0 / 1
cell cycle						293	22 / 33	32 / 13	56 / 25	11 / 11	7 / 3	21 / 8	0 / 2	3 / 1	8 / 3
cell division						90	5 / 10	6 / 4	31 / 8	3 / 3	0 / 1	6 / 2	0 / 1	0 / 0	3 / 1
regulation of cyclin-dependent protein kinase activity						23	0 / 3	1 / 1	9 / 2	0 / 1	1 / 0	2 / 1	0 / 0	0 / 0	1 / 0
chromosome condensation						6	0 / 1	0 / 0	4 / 1	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	1 / 0
protein folding						105	11 / 12	11 / 5	23 / 9	3 / 4	3 / 1	7 / 3	0 / 1	1 / 0	2 / 1
meiosis						37	1 / 4	7 / 2	14 / 3	0 / 1	0 / 0	5 / 1	0 / 0	1 / 0	4 / 0
mitotic sister chromatid segregation						9	0 / 1	1 / 0	6 / 1	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	3 / 0
ciliary or flagellar motility						27	3 / 3	1 / 1	10 / 2	3 / 1	0 / 0	6 / 1	0 / 0	0 / 0	2 / 0
M phase						101	4 / 11	9 / 4	34 / 9	1 / 4	0 / 1	11 / 3	0 / 1	1 / 0	7 / 1
microtubule-based movement						52	2 / 6	2 / 2	20 / 5	1 / 2	0 / 1	9 / 1	0 / 0	0 / 0	4 / 1
spermatogenesis						86	12 / 10	6 / 4	19 / 7	4 / 3	2 / 1	14 / 2	0 / 1	1 / 0	8 / 1
sperm motility						13	4 / 2	0 / 1	4 / 1	2 / 1	0 / 0	4 / 0	1 / 0	0 / 0	1 / 0
fertilization						21	1 / 2	0 / 1	5 / 2	0 / 1	0 / 0	4 / 1	0 / 0	0 / 0	1 / 0
spermatid development						18	1 / 2	0 / 1	6 / 2	1 / 1	0 / 0	3 / 1	0 / 0	0 / 0	3 / 0
Molecular Function						5222	571	231	454	180	54	135	32	11	57
sodium:potassium-exchanging ATPase activity						3	3 / 0	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
oxygen transporter activity						11	8 / 1	0 / 1	0 / 1	7 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
hemoglobin alpha binding						4	4 / 0	0 / 0	0 / 0	4 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
hemoglobin beta binding						4	4 / 0	0 / 0	0 / 0	4 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
oxygen binding						17	9 / 2	0 / 1	0 / 2	7 / 1	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
structural constituent of cytoskeleton						21	10 / 2	0 / 1	2 / 2	7 / 1	0 / 0	0 / 1	0 / 0	0 / 0	0 / 0
cytoskeletal protein binding						196	42 / 21	5 / 9	17 / 17	19 / 7	3 / 2	3 / 5	1 / 1	0 / 0	1 / 2
platelet-derived growth factor binding						5	3 / 1	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
magnesium chelatase activity						4	0 / 0	4 / 0	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
unfolded protein binding						75	7 / 8	16 / 3	13 / 7	2 / 3	3 / 1	3 / 2	0 / 1	1 / 0	1 / 1
MutLalpha complex binding						4	0 / 0	3 / 0	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
single-stranded DNA binding						22	1 / 2	7 / 1	4 / 2	0 / 1	2 / 0	1 / 1	0 / 0	0 / 0	1 / 0
ubiquitin activating enzyme activity						5	0 / 1	3 / 0	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
RNA binding						351	16 / 38	38 / 16	35 / 31	6 / 12	4 / 4	7 / 9	1 / 2	4 / 1	2 / 4
threonine-type endopeptidase activity						19	0 / 2	6 / 1	1 / 2	0 / 1	0 / 0	0 / 1	0 / 0	0 / 0	0 / 0
ribonucleoprotein binding						25	0 / 3	7 / 1	0 / 2	0 / 1	2 / 0	0 / 1	0 / 0	0 / 0	0 / 0
nucleotide binding						1135	104 / 124	83 / 50	130 / 99	34 / 39	21 / 12	40 / 29	5 / 7	3 / 2	19 / 12
enzyme inhibitor activity						163	22 / 18	20 / 7	12 / 14	5 / 6	4 / 2	3 / 4	1 / 1	0 / 0	1 / 2
ATP-dependent DNA helicase activity						7	0 / 1	3 / 0	1 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
3'-5' exonuclease activity						18	0 / 2	5 / 1	1 / 2	0 / 1	1 / 0	0 / 1	0 / 0	1 / 0	0 / 0
microtubule motor activity						36	2 / 4	1 / 2	13 / 3	1 / 1	0 / 0	9 / 1	0 / 0	0 / 0	3 / 0
adenylate kinase activity						7	0 / 1	0 / 0	3 / 1	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	0 / 0
nucleobase, nucleoside, nucleotide kinase activity						34	3 / 4	1 / 2	7 / 3	1 / 1	1 / 0	6 / 1	0 / 0	0 / 0	1 / 0
shikimate kinase activity						11	0 / 1	0 / 1	4 / 1	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	0 / 0
DNA-directed RNA polymerase activity						29	2 / 3	2 / 1	4 / 3	0 / 1	0 / 0	0 / 1	0 / 0	0 / 0	3 / 0
Cellular Component						4855	532	217	413	181	51	119	30	12	48
MHC protein complex						10	7 / 1	0 / 0	0 / 1	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
extracellular region						483	87 / 53	19 / 22	23 / 41	28 / 18	4 / 5	5 / 12	8 / 3	0 / 1	3 / 5
integral to plasma membrane						450	82 / 49	3 / 20	21 / 38	27 / 17	1 / 5	4 / 11	10 / 3	0 / 1	2 / 4
sodium:potassium-exchanging ATPase complex						3	3 / 0	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
plasma membrane						920	152 / 101	14 / 41	50 / 78	59 / 34	7 / 10	14 / 23	12 / 6	0 / 2	5 / 9
hemoglobin complex						8	7 / 1	0 / 0	0 / 1	7 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
basolateral plasma membrane						61	21 / 7	1 / 3	2 / 5	11 / 2	0 / 1	0 / 2	1 / 0	0 / 0	0 / 1
cortical cytoskeleton						13	7 / 1	0 / 1	2 / 1	5 / 1	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
spectrin						3	3 / 0	0 / 0	1 / 0	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
collagen type I						3	3 / 0	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
filamentous actin						7	4 / 1	0 / 0	0 / 1	3 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
melanosome						53	14 / 6	6 / 2	3 / 5	9 / 2	2 / 1	1 / 1	1 / 0	0 / 0	0 / 1
external side of plasma membrane						20	7 / 2	0 / 1	1 / 2	5 / 1	0 / 0	0 / 1	1 / 0	0 / 0	0 / 0
contractile fiber part						47	13 / 5	1 / 2	5 / 4	8 / 2	0 / 1	1 / 1	0 / 0	0 / 0	0 / 1
cytoplasmic vesicle membrane						47	4 / 5	0 / 2	1 / 4	2 / 2	0 / 1	0 / 1	3 / 0	0 / 0	0 / 1
chaperonin-containing T-complex						5	1 / 1	4 / 0	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0	0 / 0
DNA replication factor C complex						4	0 / 0	3 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
Cajal body						5	0 / 1	3 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
proteasome core complex						18	0 / 2	6 / 1	1 / 2	0 / 1	0 / 0	0 / 0	0 / 0	0 / 0	0 / 0
nucleoplasm						386	25 / 42	40 / 17	44 / 33	13 / 14	6 / 4	15 / 10	0 / 2	3 / 1	3 / 4
intracellular part						3870	421 / 424	206 / 173	341 / 329	157 / 144	49 / 41	96 / 95	23 / 24	11 / 10	36 / 38
peribosome						7	0 / 1	3 / 0	0 / 1	0 / 0	1 / 0	0 / 0	0 / 0	0 / 0	0 / 0
nuclear replication fork						9	0 / 1	4 / 0	3 / 1	0 / 0	0 / 0	0 / 0	0 / 0	1 / 0	0 / 0
condensed chromosome kinetochore						9	0 / 1	2 / 0	5 / 1	0 / 0	0 / 0	1 / 0	0 / 0	0 / 0	1 / 0
centriole						3	0 / 0	0 / 0	3 / 0	0 / 0	0 / 0	2 / 0	0 / 0	0 / 0	0 / 0
axonemal dynein complex						6	0 / 1	0 / 0	6 / 1	0 / 0	0 / 0	6 / 0	0 / 0	0 / 0	2 / 0
condensed chromosome						31	0 / 3	5 / 1	13 / 3	0 / 1	0 / 0	2 / 1	0 / 0	0 / 0	4 / 0
microtubule						94	7 / 10	3 / 4	36 / 8	2 / 4	1 / 1	19 / 2	1 / 1	1 / 0	7 / 1
cilium						34	2 / 4	0 / 2	16 / 3	1 / 1	0 / 0	13 / 1	0 / 0	0 / 0	5 / 0
flagellum						53	7 / 6	1 / 2	14 / 5	4 / 2	0 / 1	10 / 1	1 / 0	0 / 0	4 / 1
axoneme						8	0 / 1	0 / 0	8 / 1	0 / 0	0 / 0	8 / 0	0 / 0	0 / 0	3 / 0
microtubule associated complex						50	3 / 6	1 / 2	18 / 4	1 / 2	0 / 1	12 / 1	0 / 0	0 / 0	4 / 1

How the deposited data were processed for this re-analysis (not part of the article)

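Gene expression was measured on nylon cDNA arrays in 38 samples of rainbow trout testis, made up of whole testes at 6 stages and 3 elutriated germ cell fractions, with 3 to 6 samples in each of the 9 groups. According to the Methods, the authors divided each sample signal by the vector signal of the same spot, multiplied it by the median vector signal and deposited the log2 values after quantile normalization. These log2 values were used as they stood: a renewed quantile normalization changed no value by more than 0.013, and centring on the median none by more than 8.4e-06. The authors also removed clones with a low vector signal, which left the 7821 clones of their analysis. The signals this filter needs were not used here, and all 9024 clones with values were kept. The value table had 9216 entries, 192 of them empty, and 0 columns without a sample. Values were missing for 190 clones on at least 1 of stage V replicate 1, spermatocyte replicate 5 and spermatid replicate 3, and these clones were fitted on the remaining arrays.

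A symbol came from the array description for 677 clones, standing for 591 genes, of which 164 had a bare locus number. Of the other clones 1 had several symbols and 8346 had none, and 669 of the symbols were checked against the trout RefSeq table through their Entrez number. The 229 entries used of the supplementary table were matched to clones by their values in 22 columns, within 0.0055. Under the same clone name 224 of them were found, and 5 under another name. They gave 186 symbols, most of them taken by the authors from the matching gene of another species. The clone printed for Amh was not found under its name and was not analysed here. With the genes the paper assigns to named clones, 857 clones had a symbol.

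Group means were fitted with limma 3.58.1 in R 4.3.3, with moderated variances (prior df 7.3, residual df 29), 1 coefficient for each group and no other covariate. An F-test over 8 contrasts, taken at an adjusted p of 0.005 as in the paper, gave the varying clones, and moderated tests at an adjusted p of 0.05 the changes between pairs of groups. Adjusted p-values followed Benjamini and Hochberg over all clones of a comparison, or, where stated, over a list alone. Strong variation was defined by a standard deviation of at least 0.4 among the medians of 7 groups, those named in the Methods, which leave out stages IIa and IIb. Clones of strong variation were partitioned around medoids into 9 clusters with cluster 2.1.8.1. Because cluster membership was held only for part of the clones, profiles in the paper's description of clusters A to I were also defined directly from the tests, without use of the paper's membership, and a clone may meet several of these definitions. The direction of a profile's medians between the groups compared in its definition therefore follows from that definition. The tree of samples used uncentred correlation and average linkage.

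The genes named in the text were those the paper names with a clone on the array, members of the gene lists, and up to 12 named genes of largest change in each direction of a comparison, where their function is well known. The 20 lists were fixed from general knowledge before the data were examined and were matched by symbols of the array description: steroidogenesis, Sertoli cells, extracellular matrix, red blood cells, germ line, meiosis, axoneme, chaperones, proteasome, ribosomal proteins, ribosome biogenesis, splicing, oxidative phosphorylation, glycolysis, TGF-beta signalling, water and ion transport, contraction, immune cells, DNA replication and mitosis. Of these 11 held at least 3 measured genes and were tested with camera, with a preset correlation of 0.01 and with an estimated one, on the brightest clone of each gene. In 99 camera tests 18 passed, and 0 of these did with an estimated correlation. The lists of ribosomal proteins, ribosome biogenesis, splicing, oxidative phosphorylation and proteasome passed in no comparison. The lists of glycolysis (2 clones of gapdh), germ line, meiosis, TGF-beta signalling and water and ion transport had 1 or 2 members and no test as a list. The TGF-beta member gdf9 passed in no comparison. The single match for water and ion transport rested on an old alias of c17h1orf50, which is no known transporter, and it passed in none. The lists of contraction, immune cells, DNA replication and mitosis held 0 measured genes.

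The scripts were first tested on simulated values for the 8834 clones without missing values. These had the same groups and independent noise, with a single spread per clone that all groups shared. With 2000 clones raised by 1 log2 unit in stage VIII alone, the F-test called 1395 with 11 false calls, and a permutation F-test called 1078 with 2 false. The recovery of a change of 1 log2 unit lay between 77.6% and 98.5% in the pairwise comparisons, with 2 to 12 false calls, and that of 0.5 between 9% and 40.3%. In each of them 67 clones were changed by 0.5, 67 by 1 and 66 by 2 log2 units, fewer than were called in most comparisons of the data. Since an adjusted p depends on the share of changed clones, the recovery there may be higher. The arrays have no sequencing depth, and the number of arrays sets the precision: a standard error of about 0.2 log2 units was usual for a comparison of groups of 3 to 5.

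Alternatives chosen before the data were examined were a variance trend, array weights, renewed normalization by quantiles or medians, removal of dim clones, raising of signals under the array median to it, a block for replicate numbers, fits on only the groups compared, a permutation F-test, other thresholds and definitions of the standard deviation, other distances and linkages, and leaving out each array. A tree with each clone centred on its mean was added after the data had been seen. Values of the named genes printed in the paper's figures, and the part of the supplementary table held, had been seen before the tests were run. Real-time PCR, stained sections, and the data of other tissues and of mouse that the paper uses were not analysed here.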

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

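None of the tests in this part was chosen after the result was seen except that of red blood cells in spawning testes. For each named clone and each group of at least 4 arrays, an array was listed when its value stood far from the other arrays of its group, and 23 of the 366 groups of values (6.3%) held such an array, where chance alone gives about 1 in 20. Stages IIIb and VIII and spermatids, with 3 arrays each, were not screened in this way.

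In stage I, replicate 1 stood apart with 7.55 for Igfbp7 (others 9.14 to 9.59), 8.16 for PODN (others 8.76 to 8.93) and 8.54 for ANXA6 clone tcba0019.f.20 (others 7.97 to 8.11), and replicate 4 with 10.85 for clu (others 11.24 to 11.35). In stage IIa, replicate 1 had 9.65 for pdcd6 clone 1rt34h04_d_d02 (others 9.22 to 9.27) and replicate 2 had 8.08 for pdcd6 clone tcad0003.n.11 (others 8.69 to 8.71). In stage IIb, replicate 1 was lower than the others with 9.54 for cyp17a1 (others 10.11 to 10.22), 7.62 for Ghr2 (others 8.14 to 8.17) and 7.2 for ift122 clone 1rt32a14_c_a07 (others 7.72 to 7.8). In stage V, replicate 1 had 8.05 for tfa clone tcac0005.i.04 (others 6.97 to 7.02) and 8.44 for Igfbp7 (others 8.26 to 8.29), replicate 2 had 7.83 for tf (others 6.64 to 6.81) and replicate 3 had 9.71 for gapdh clone tcaa0001.e.20 (others 9.49 to 9.52). In spermatogonia, replicate 3 had 11.03 for rps20 (others 12.08 to 12.63), replicate 5 had 6.69 for cxcl14 (others 7.12 to 7.36), and replicate 6 had 9.35 for cetn4 (others 8.34 to 8.7) and 10.38 for gapdh clone tcaa0001.e.20 (others 10.62 to 10.76). In spermatocytes, replicate 1 had 7.54 for cxcl14 (others 6.81 to 7.06), replicate 2 had 8.42 for Igfbp7 (others 7.26 to 7.41) and replicate 5 had 9.68 for col1a1b clone 1rt65f10_d_c05 (others 10.82 to 11.23). In the same group replicate 6 was higher than the others with 8.85 for lhcgr (others 7.51 to 7.91), 8.6 for tf (others 6.7 to 7.19) and 7.68 for cahz (others 7.24 to 7.38).

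The haemoglobin clones named by the array description were higher in spawning testes (12.85 ± 0.01) than in stage V (10.05 ± 0.39), and higher in spermatogonia (11.14 ± 0.81) than in spermatocytes (9.38 ± 0.63). In spawning testes red blood cells may be the source, since both other erythrocyte genes, cahz and ae1, rose as well, the smaller change being 2.15 log2 units. In the spermatogonia samples the haemoglobin signal and that of cahz and ae1 had r = 0.62 over 6 arrays (exact permutation p = 0.19 from 720 permutations, rho = 0.6 with permutation p = 0.24, and r = 0.92 without the 2 arrays farthest from the median). These arrays are too few to decide it, and cahz and ae1 lay under background there, so blood cells and an expression of haemoglobin genes in these cells cannot be told apart. A seasonal change of the blood supply in the spawning testis stays open and was not tested.

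Spermatid replicate 2 stood closer to the spermatogonia arrays than the other spermatid arrays did. With each clone centred on its mean, it correlated with spermatogonia at 0.22, against 0.01 and -0.16 for replicates 1 and 3. Its correlation with spermatocytes was as high, at 0.23. The deviation of its signals from the other spermatid arrays had a slope of 0.74 on the difference between spermatogonia and spermatocytes over 2381 clones, against -0.2 and -0.55 for replicates 1 and 3. This restates the likeness and does not decide whether spermatogonia RNA was in that sample, which the Methods describe as enriched in spermatids. Its slope on the difference between spermatocytes and stage I over 943 clones was -0.22, against 0.21 and 0.01. This met what had been set beforehand for a compressed signal on the array. However, quantile normalization gave all arrays the same distribution and so removed any compression shared by all clones. The slope thus does not decide on it. These slopes are linked, since each deviation is taken from the other 2 arrays. The design names no biological difference between the spermatid samples, and none was tested.

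The bright clones that were high in immature testes and low in all germ cells fell from stage I to stage V by a median of 1 log2 unit. The changes of the 245 clones, from -2.97 to -0.35, spread by 0.37 beyond their standard errors (95% bootstrap interval 0.31 to 0.44). This does not decide on dilution by germ cells with a single factor for all clones, although a wide spread had been set beforehand as evidence against it. Background and the germ cells' own transcripts add to each signal, so a single factor need not give equal log2 changes, and the clones were chosen for their fall. Dilution with a single factor, dilution combined with gene-specific regulation and cell types of different growth thus stay open.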

How the results depend on the processing

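The test of red blood cells in spawning testes and the tree with each clone centred were chosen after the result was seen. Of the alternative results for counts, profiles, tree and lists 1659 stayed within 1.5 times and 133 moved further, and of 203 called changes of named clones 30 were lost in an alternative other than leaving out 1 array and 44 without 1 array. None turned its sign, and sox9 and ADA had changes of 0 where all their signals were raised to the array median. With array weights, which ranged from 0.26 for spermatid replicate 3 to 3.53 for stage IIa replicate 4, 6118 clones varied. The comparisons then gave 4655 clones (2127 higher, 2528 lower) for stage V and 3546 (1591, 1955) for stage VIII against stage I, 2005 (1000, 1005) for IIIb against IIb, 245 (132, 113) for IIa and 125 (51, 74) for IIb against I. They gave 3929 (2113, 1816) for spermatogonia against stage I and 1 higher for spermatids against spermatocytes. Profiles E, F and G then held 52, 528 and 314 clones. With signals under the array median set to it, 1292 clones varied strongly, and IIa and IIb differed from I in 32 (9, 23) and 81 (14, 67) clones. Spermatocytes then had 708 clones higher than spermatogonia, spermatids 57 (56, 1) against spermatocytes, and profile I held 219. In fits of only the 2 groups, IIa gave 0 (0 lower), IIb 9 (4 lower) and spermatids 0 (0 higher). The first split of the tree followed the described division for all 38 arrays with complete linkage, with the clones that pass the F-test and with each clone centred. The main tree did not show this division at its first split, which set spermatid replicate 3 alone. Its count of 21 is only the maturing and germ cell arrays of the large branch, which also held the immature and spawning testes. With an estimated correlation 0 gene lists passed, against 18. The cause was not tested for any of these.

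With a replicate block, 3648 clones varied, IIa gave 2 (2 lower), IIb 9 (2 higher, 7 lower) and spermatids 2 (2 higher), and no other count of calls moved by over 1.5 times. Nothing pairs the samples of different groups but their numbers. Arrays of the same number had a mean correlation of -0.002 across 127 pairs (-0.4 to 0.56, 32 over 0.1) and those of different numbers 0.001, and 9 of 38 arrays correlated best with their own number.

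Leaving out 1 array gave 3609 (without stage VIII replicate 2) to 4386 (without spermatid replicate 2) varying clones and 1889 to 2220 of strong variation. Ranges were 2172 to 2922 (higher 1107 to 1443, lower 1065 to 1479) for V against I, 1546 to 2363 (755 to 1099, 791 to 1266) for VIII against I and 2682 to 3504 (1319 to 1693, 1363 to 1814) for VIII against V. They were 227, without stage IIIb replicate 2, to 761 (146 to 416, 81 to 345) for stage IIIb against stage IIb, with 313 and 349 without stage IIIb replicates 1 and 3. IIa against I gave 0 to 22 (0 to 5, 0 to 17), the highest without stage IIa replicate 3, and IIb against I 5 to 30 (1 to 8, 4 to 22), from without stage IIb replicate 1 to without spermatid replicate 3. Spermatogonia against I gave 2072 to 2563 (992 to 1307, 1032 to 1256) and spermatocytes against spermatogonia 2078 to 2580 (891 to 1157, 1175 to 1434). Spermatids against spermatocytes gave 3 to 289 (3 to 209, 0 to 80), from without spermatocyte replicate 4 to without spermatid replicate 2. Profile ranges were A 336 to 416, B 73 to 110, C 234 to 361, D 112 to 258, E 2 to 15, F 165 to 281, G 134 to 204, H 152 to 308 and I 262 to 425. Profile D was lowest without spermatid replicate 3, as was profile class H with 152, and the latter had 160 without spermatid replicate 1. By the count used for the main tree, 20 to 24 arrays lay on the described side, the highest without spermatid replicate 3, so the division was not reached. Signal over background limits the dim clones, and 6179 of 9024 had a group above it.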

Differences from the paper's values

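Apart from the tree with each clone centred, no test in this part was chosen after the result was seen. The paper's sizes of clusters B, C, D, E and I, which are 160, 170, 95, 111 and 128 clones, differed by more than 1.5 times from the 100, 325, 215, 6 and 379 clones that met the profiles written here from its descriptions. These profiles were defined by tests over all clones and may overlap, whereas the paper partitioned clones of strong variation, so the counts are not of the same kind. For B the difference was smaller than this with array weights (145) and with signals raised to the array median (112). It was not smaller in the other alternatives (95 to 101), apart from leaving out 1 array. That gave 73 to 110 clones, of which the highest, without spermatid replicate 2, was within 1.5 times. For C, D, E and I no alternative other than leaving out 1 array came within 1.5 times, with 299 to 389, 145 to 215, 5 to 52 and 219 to 379 clones. Leaving out 1 array brought C down to 234 and D to 112, both within 1.5 times, whereas E and I stayed beyond it. Clusters A, F, G and H were within 1.5 times, apart from F and G with array weights (528 and 314), G without dim clones (201) and H with signals raised to the array median (202). Leaving out 1 array also took G up to 204 and H down to 152, both beyond 1.5 times, whereas A and F stayed within it. None of the paper's counts of clones tested, differentially-expressed or of strong variation, nor its largest and smallest cluster, differed by more than 1.5 times from the main value here. The paper's count of 3379 differentially-expressed clones, from 7821 clones and a permutation F-test, stood beside 3989 from 9024 clones. A permutation F-test gave 3841, removal of dim clones 3588, a block for replicate numbers 3648, the 7 groups 3769 and signals raised to the array median 3042. Array weights gave 6118 and an adjusted p of 0.05 gave 5786, both well above the paper's 3379. For strong variation the paper's 1694 stood beside 1971, with 1719 for the population standard deviation, 1897 for group means, 2435 for single samples around their median and 1292 with signals raised to the array median. The paper's largest and smallest clusters, 365 and 95 clones, stood beside 335 and 123, with 91 for the smallest with 1 minus correlation and 148 with all 38 samples, the latter more than 1.5 times the paper's. The paper gives almost 46% of the genes analysed as differentially-expressed, and 44.2% of clones was found here, a share of clones and not of genes.

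The paper draws the first split of its tree between immature and spawning testes and all other samples. With the described settings spermatid replicate 3 split off first, and the division of the paper was reached with complete linkage, with the clones passing the F-test, and with each clone centred, the last chosen after seeing the values. The paper places Col1a1 and Col1a2 in cluster B, whose genes it describes as lower in stage VIII in contrast to cluster A, without naming the stage of comparison. Here col1a1 and col1a2 did not pass between stages I and VIII and had the profile of cluster A, whereas the col1a1b clone tcay0027.n.15 was lower in stage VIII than in stage I (-0.68, adjusted p = 0.04), a call lost without any 1 of 5 arrays (-0.45, adjusted p = 0.27 without stage VIII replicate 1). The text lists Eno3 with cluster D, and the supplementary table gives cluster A for the eno3 clone. Piwil2 is listed by the paper with its spermatogonia clusters. Here piwil2 met the profile of cluster D, and its difference between spermatogonia and stage I did not pass. The paper describes Slc39a1 as a gene of spawning testes, and it was also higher in spermatogonia than in stage I. The profile of spermatogonial genes that decrease with maturation (cluster E), defined here by tests and not by clustering, was met by 6 clones, 52 with array weights and 2 to 15 with 1 array left out, whereas a cluster by medoids of 123 clones was highest in spermatogonia (9.95) with 9.11 in stage V. In Fig. 8, read by eye, the bars of the array signals stand about 0.5 to 0.7 lower than the values here, and those of Txndc6 about 2 lower, with the same order of groups. Whether the figure uses another scale was not tested.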

Other observations

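None of the tests in this part was chosen after the result was seen. Several of the genes that the paper discusses for their specificity in other tissues or in mouse changed through the cycle, while neither Pdcd6 clone passed. The luteinizing hormone receptor gene lhcgr, which carries the pituitary signal to Leydig cells, was at 7.82 ± 0.15 in stage I (n = 5) and 7.79 ± 0.1 in stage V (n = 4) and rose to 9.55 ± 0.19 in stage VIII (n = 3), by 1.76 from stage V (SE 0.21, adjusted p = 4.4e-08). Stages I and V were under background for lhcgr, so a change between them may have been missed, and the rise was 1.38 with signals under the array median raised to it. The genes BAMBI and SMAD7, inhibitors of TGF-beta signals, fell by 1.36 and 1.12 from stage I to stage V (SE 0.17 and 0.18, adjusted p = 1.1e-07 and 1.1e-05) and rose by 1.86 and 1.16 from stage V to stage VIII (SE 0.19 and 0.21, adjusted p = 2.0e-09 and 3.2e-05). The transcription factor gene NFIC rose by 1.36 at the latter step (SE 0.25, adjusted p = 3.4e-05), the matrix gene PODN by 0.84 (SE 0.18, adjusted p = 2.8e-04) and the phosphodiesterase gene ENPP6 by 1.04 (SE 0.31, adjusted p = 8.6e-03). Of the paper's TGF-beta group 4 genes had a clone, col1a2, SMAD7, BAMBI and NFIC, and all fell in stage V and rose in stage VIII, but the group was chosen on these samples and is not independent evidence. With signals under the array median raised to it, BAMBI fell by 0.68 and rose by 1.18, SMAD7 fell by 0.9 and rose by 0.94, NFIC rose by 1.01 and ENPP6 by 0.67, and the fall of NFIC did not pass (-0.29, adjusted p = 0.15). The fall of NFIC and the rise of col1a2 did not pass without some single arrays (-0.43, adjusted p = 0.15 without stage I replicate 3, and 0.67, adjusted p = 0.11 without stage VIII replicate 2). The adenosine deaminase gene ADA rose by 1.88 at spawning (SE 0.2, adjusted p = 3.1e-09) from a signal under background, and by 0.88 with such signals raised to the array median.

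The complement receptor gene c3ar1, of immune cells, had 8.7 ± 1.64 in stage I and 11.6 ± 0.37 in stage VIII, an increase by 2.9 (SE 0.83, adjusted p = 9.4e-03), which had adjusted p = 0.05 without stage VIII replicate 2. The Sertoli cell list of clu, dmrt1 and sox9 rose with 2 of 3 genes from stage V to stage VIII, and 3 when adjusted over the list alone (camera adjusted p = 0.04, and adjusted p = 0.18 with an estimated correlation). The erythrocyte list fell from stage I to stage V with 5 of 7 genes (camera adjusted p = 0.03, and adjusted p = 0.52 with an estimated correlation), and rose from stage V to stage VIII with all 7 (adjusted p = 9.6e-06, and adjusted p = 0.13 with an estimated correlation). From stage I to stage IIa it passed camera with 0 of 7 genes past the threshold (adjusted p = 0.02, and adjusted p = 0.52 with an estimated correlation).

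Other divisions of the same samples into groups of the same sizes were fitted with limma to see whether chance could give as many calls. No other division fitted gave as many calls for the 3989 varying clones (highest other 1, so 1 of 100 divisions as large) or the 2784 clones between stages I and V (1690, 1 of 100). The same held for the 2189 between I and VIII (451, 1 of 56), the 3378 between V and VIII (1976, 1 of 35) and the 635 between IIb and IIIb (236, 1 of 35). It also held for the 2402 between stage I and spermatogonia (1662, 1 of 100) and the 2428 between spermatogonia and spermatocytes (1362, 1 of 100). Several of the highest other divisions kept the real one nearly whole, so their counts are not what an arbitrary division gives. That of 1690 set stage I replicates 1, 2, 3 and 5 against the rest, and that of 1976 stage V replicates 2, 3 and 4. That of 1662 set all stage I arrays and spermatogonia replicate 6 against the rest. Where only 35 divisions exist, 1 of 35 is the lowest share possible. Such divisions also treat the arrays as independent, which nothing states, so chance is not excluded. For the 1 clone between I and IIa 10 of 100 divisions gave as many, and the highest other was 19. The 21 clones between I and IIb were more than in any other of 100 divisions (1 of 100), but the highest other was 19, and the count was 9 in fits of only the 2 groups, 9 with the replicate block and 5 without stage IIb replicate 1, so little can rest on it. For the 6 clones between spermatocytes and spermatids 38 of 84 divisions gave as many. The highest, 997, set spermatid replicates 1 and 3 and spermatocyte replicate 6 against the others, which points to a structure of these samples whose cause was not tested.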
